# Identification of Reprogrammed Myeloid Cell Transcriptomes in NSCLC

**DOI:** 10.1371/journal.pone.0129123

**Published:** 2015-06-05

**Authors:** Anna Durrans, Dingcheng Gao, Ravi Gupta, Kari R. Fischer, Hyejin Choi, Tina El Rayes, Seongho Ryu, Abu Nasar, Cathy F. Spinelli, Weston Andrews, Olivier Elemento, Daniel Nolan, Brendon Stiles, Shahin Rafii, Navneet Narula, Ramana Davuluri, Nasser K. Altorki, Vivek Mittal

## Abstract

Lung cancer is the leading cause of cancer related mortality worldwide, with non-small cell lung cancer (NSCLC) as the most prevalent form. Despite advances in treatment options including minimally invasive surgery, CT-guided radiation, novel chemotherapeutic regimens, and targeted therapeutics, prognosis remains dismal. Therefore, further molecular analysis of NSCLC is necessary to identify novel molecular targets that impact prognosis and the design of new-targeted therapies. In recent years, tumor “activated/reprogrammed” stromal cells that promote carcinogenesis have emerged as potential therapeutic targets. However, the contribution of stromal cells to NSCLC is poorly understood. Here, we show increased numbers of bone marrow (BM)-derived hematopoietic cells in the tumor parenchyma of NSCLC patients compared with matched adjacent non-neoplastic lung tissue. By sorting specific cellular fractions from lung cancer patients, we compared the transcriptomes of intratumoral myeloid compartments within the tumor bed with their counterparts within adjacent non-neoplastic tissue from NSCLC patients. The RNA sequencing of specific myeloid compartments (immature monocytic myeloid cells and polymorphonuclear neutrophils) identified differentially regulated genes and mRNA isoforms, which were inconspicuous in whole tumor analysis. Genes encoding secreted factors, including osteopontin (OPN), chemokine (C-C motif) ligand 7 (CCL7) and thrombospondin 1 (TSP1) were identified, which enhanced tumorigenic properties of lung cancer cells indicative of their potential as targets for therapy. This study demonstrates that analysis of homogeneous stromal populations isolated directly from fresh clinical specimens can detect important stromal genes of therapeutic value.

## Introduction

Lung cancer is the leading cause of cancer related mortality worldwide, with an estimated 1.3 million new cases each year [1, 2]. Despite improvements in diagnostics and treatment options [3, 4], 5-year survival rate for lung cancer patients only increased from 7 to 14% within the last 30 years. Thus, further molecular analysis of NSCLC is necessary to identify novel molecular targets that impact prognosis and the design of new, targeted therapies.

A major research focus in NSCLC has been directed to cancer cell intrinsic properties [5], which has led to the discovery of important driver mutations, and the development of targeted therapies such as the receptor tyrosine kinase (RTK) inhibitors gefitinib/erlotinib (EGFR inhibitors) and crizotinib (EML4-ALK inhibitor) [3]. However, these treatments benefit only the small proportion (5–20%) of patients harboring these driver mutations, and acquired resistance to these therapies presents a major impediment to the effective treatment of NSCLC patients with these mutations [6–8].

Emerging studies from solid tumors including breast and prostate are beginning to recognize that carcinogenesis results from concerted interactions between genetically altered tumor epithelial cells and intratumoral stromal cells, resulting in an “activated/reprogrammed” stroma [9]. Consistent with this notion, analysis of enriched stromal compartments derived from human breast cancer revealed gene expression changes associated with cancer progression [10]. Notably, BM-derived hematopoietic cells contribute significantly to the tumor stroma, and are “educated/reprogrammed” by the paracrine activity of tumor epithelial cells to acquire an “activated” protumorigenic phenotype [11]. Examples of tumor-activated stromal cells include macrophages (activated M2 phenotype) [12], neutrophils (N1 to N2 conversion) [13], lymphocytes [14], fibroblasts (cancer activated fibroblasts, CAFs) [15], and endothelial cells [16]. Studies from mouse models have shown that reprogrammed stromal cells promote tumor growth by regulating key cancer hallmarks such as angiogenesis, proliferation, migration, and invasion [11, 17, 18] leading to the inclusion of the tumor microenvironment as an emerging hallmark of cancer [19]. Furthermore, recent studies have demonstrated that stromal cells mediate innate resistance to therapies in many cancers [20–22]. Importantly, administration of chemotherapy in combination with a macrophage antagonist (CSFR1 blockade) conferred synergy in breast cancer treatment [23]. These studies, together with the clinical success of the antiangiogenic agent bevacizumab, a humanized monoclonal anti-VEGF antibody, provide compelling rationale for targeting the tumor microenvironment. Intratumoral stromal cells have thus emerged as attractive targets for anti-cancer therapy [11, 24].

Little is known, however, about the contribution and pathophysiological role of stromal cells in NSCLC. A few clinical studies have shown that activated stromal elements may determine patient prognosis and may play a role in mediating resistance to targeted therapies. For example, in patients with stage I NSCLC the presence of CAFs is a poor prognostic indicator typically associated with nodal metastases and a higher risk of recurrence [25]. Interestingly, a specific, eleven-gene expression signature in CAFs stratified NSCLC patients into low and high-risk groups, and was associated with recurrence free survival [26]. In another study, the tumor-stroma cross talk was implicated in mediating resistance to EGFR-TKIs [27].

In NSCLC, genetic features of tumor epithelial cells continue to be used for both prognosis and the development of targeted therapies; however, another important question is how to exploit the reprogrammed intratumoral stromal compartments, which play pivotal roles in carcinogenesis. New approaches are required to identify and isolate individual cellular stromal components from the heterogeneous tumor, so that their protumorigenic characteristics can be elucidated and targeted for prognostic and therapeutic purposes. Recognizing that the contribution of BM-derived cells to NSCLC progression has not been widely studied, we set out to study specific individual populations of BM-derived myeloid cells within the tumor and adjacent non-neoplastic tissue from fresh clinical material obtained from NSCLC patients, and assessed their contribution and function in NSCLC.

## Methods

### Human samples

Human tumor and adjacent non-neoplastic lung samples were obtained from the Cardiothoracic Surgery Department, Weill Cornell Medical College (New York). Specimens were collected after obtaining written informed consent prior to undergoing any study-specific procedures in accordance with the Declaration of Helsinki. Patient’s identity of pathological specimens remained anonymous in the context of this study. Patient sample collection was approved by the Institutional Review Board of Weill Cornell Medical College, Thoracic Surgery Biobank Protocol Number 1008011221.

### Mice and cell lines

All animal work was conducted in accordance with a protocol approved by the Institutional Animal Care and Use Committee at Weill Cornell Medical College. Wild type C57BL/6J and p53^f/f^ (B6.129P2-*Trp53* ^*tm1Brn*^/J) mice were obtained from The Jackson Laboratory (Bar Harbor, Maine), and K-ras (B6.129S4-Kras^tm4Tyj^/J (LSL Kras-G12D)) mice from The National Cancer Institute (Bethesda, Maryland). The p53^f/f^ and K-ras mice were then bred together for 3 generations to get Kras-Het; p53f/f mice.

The HKP-1M cell line was established by culturing cells derived from lung adenocarcinomas from mice which constitutively express oncogenic K-ras and have loss of function of p53. Cells were cultured in DMEM with 10% fetal bovine serum. The human non-small cell lung cancer cell line (H1650) was obtained from ATCC and cultured in RPMI with 10% fetal bovine serum.

### Immunofluorescence and microscopy

For immunofluorescence staining, tissues were fixed in 3.7% formalin overnight, cryoprotected in 30% sucrose/PBS overnight, and then cryoembedded in a 1:1 solution of 30% sucrose/PBS:Tissue-Tek O.C.T. embedding compound (Electron Microscopy Sciences). To obtain lung tissue from animals, perfusion was performed by injecting 5 ml of cold PBS through the right ventricle of the heart before embedding.

Sections (12 μm) were stained following a standard protocol with primary antibodies against EpCAM (anti-human clone 9C4, BioLegend), CD45 (anti-human clone HI30, BioLegend), CD11b (anti-human clone ICRF44, eBioscience), OPN (anti-human clone EPR3688, Epitomics), CCL7 (anti-human rabbit polyclonal, Abcam), and TSP1 (anti-human clone Ab-11, ThermoScientific).

Unconjugated primary antibodies were directly conjugated to various Alexa Fluor dyes using antibody-labeling kits (Invitrogen) performed as per manufacturer’s instructions and purified over BioSpin P30 Gel (Biorad). Fluorescence images were obtained using a computerized Zeiss fluorescence microscope (Axiovert 200M), fitted with an apotome and a HRM camera. Images were analyzed using Axiovision 4.6 software (Carl Zeiss Inc.).

For H&E staining, lung sections (5 μm) were stained with hematoxylin and eosin dyes following standard protocols. Images were obtained with an Olympus BX51 microscope coupled with Qcapture software (Olympus).

To obtain single cell suspensions, fresh clinical tissues were minced and then digested in a collagenase/dispase/DNase mix (Roche) for 30 min at 37°C. Cells were washed, strained through a 70-μm strainer (BD Bioscience) and resuspended in FACS staining buffer (PBS, 2mM EDTA, 1%BSA). Red blood cells were eliminated by incubation in lysis buffer (5 PRIME) for 10 min at RT. Cell suspensions were pre-blocked with 1% FBS and then incubated with the following primary antibodies from BioLegend: CD45 (anti-human clone HI30), EpCAM (anti-human clone 9C4), CD33 (anti-human clone WM-53), CD11b (anti-human clone ICRF44, anti-mouse clone M1/70), CXCR2 (anti-human clone 5E8), Ly6G (anti-mouse clone 1A8), Ly6C (anti-mouse clone HK1.4), CD4 (anti-mouse clone GK1.5), CD8a (anti-mouse clone 53–6.7), and B220 (anti-mouse clone RA3-6B2). SYTOX Blue (Invitrogen) was added in each cell staining tube to facilitate the elimination of dead cells in flow cytometry analysis. Single color stainings were freshly set up with according antibodies and CompBeads (BD Bioscience) in each experiment for proper calibration of compensations.

Labeled cell populations were measured by LSRII flow cytometer coupled with FACS Diva software (BD Bioscience). Flow cytometry analysis was performed using a variety of controls including isotype antibodies, FMO samples [28], and unstained samples for determining appropriate gates, voltages, and compensations required in multivariate flow cytometry. For sorting, targeted cell populations were gated within FACS Diva software and sorted by Aria II sorter (BD Bioscience).

### RNA isolation, quality assessment and RNA-seq library preparation

Total RNA from flow cytometry sorted cells was extracted using the PicoPure RNA extraction kit (Arcturus) following the manufacturer´s protocol. RNA concentration was measured using a nanodrop (Thermo Fisher Scientific), and RNA integrity determined using the Agilent 2100 Bioanalyzer (Agilent Technologies). cDNA libraries were prepared using 15–35 ng RNA starting material (RIN values >6.0), using the TruSeq RNA Sample Preparation Kit (Illumina) according to the manufacturer’s instructions. Libraries were quantified using a Qubit fluorometer (Invitrogen) and the size and purity checked on an Agilent 2100 Bioanalyzer (Agilent Technologies). 19 samples from six patients were prepared for sequencing using the HiSeq 2000 (illumina) (S1 Table).

### RNA-seq data analysis

RNA-seq data analysis was performed according to our published analysis pipeline [29, 30]. Differential gene expression analysis was performed using the DEseq method [31] which is based on a negative binomial distribution model. Approximately 80% of the reads aligned to known and novel mRNAs in each case, confirming high quality mRNA sequencing data. Uniquely mapped reads were used to identify differentially expressed genes (p ≤ 0.05). Importantly, correlation analysis of these genes showed discrete clustering of stromal cells from tumors and adjacent lungs with minimal patient-to-patient variability, suggesting that RNA-seq data from this patient cohort was sufficiently robust to identify differentially regulated genes. Next, genes differentially regulated in the intratumoral stromal subsets and epithelial cells, compared with the same subsets from adjacent lung tissue, were identified using standard statistical methods with a false discovery ratio (FDR) <5%. Ingenuity pathway analysis of differentially regulated genes from stromal compartments showed that a major proportion of genes were involved in cancer-specific pathways (data not shown).

An in-house algorithm was used to select genes from the RNA-seq gene list according to the following criteria; adjusted p value<0.05, fold change >2.0, potential for paracrine function as determined by GO annotation as secreted, extracellular space, or membrane (except membranes of organelles including golgi and endoplasmic reticulum). Of these, genes with functions in key tumorigenic pathways including angiogenesis, ECM breakdown, cell migration, proliferation, invasion, cytokine function, chemokine function, and chemotactic function were selected.

In addition, a systematic gene set enrichment analysis (GSEA) was carried out using the tumor vs. adjacent comparison to rank genes in each population. Specifically we used negative log10 DEseq p-values multiplied by the sign of the log2 fold-changes to rank genes. We applied GSEA to the c5 and c7 gene sets from MSigDB and used FDR = 5% as threshold.

### Quantitative RT-PCR analysis

RNA (50 ng, RIN values >6.0) from individual flow-sorted cell populations was pooled from 3–5 samples and converted to cDNA using the RT^2^ First Strand Kit (SABiosciences). QRT-PCR was performed with RT^2^ SYBR Green Master mix and customized 384 well arrays of 86 specific primers, as well as two housekeeping genes (HPRT1, GAPDH), a control for DNA contamination, a reverse transcription control, and a positive PCR control. The positive PCR control (PPC, SABiosciences) tested the efficiency of the polymerase chain reaction using a pre-dispensed artificial DNA sequence and the primer set that detects it. Any impurities that affect the positive control PCR amplification also affect amplification of the gene-specific products of interest. The custom PCR array was designed with RT^2^ primers (SA Biosciences) which have an average amplification efficiency of 99% with 95% CI from 90–110% and are optimized with the reagents used by SA Biosciences. The array included HPRT1 and GAPDH primers as internal controls. The geometric mean of both genes was used to normalize cDNA input. PCR data was analyzed by using established and validated online tools from www.Qiagen.com.

Each sample was duplicated to control pipetting error. A PCR protocol of initial denaturing at 95°C for 10 min, 40 cycles of 95°C for 15 sec, 60°C for 1 min, and 72°C for 30 sec, followed by final extension at 72°C for 5 min and melt curve analysis was applied on an ABI 7900HT Fast Real-Time PCR System (Applied Biosystems) coupled with SDS 2.0 software. The relative abundance of each transcript compared with the control was calculated utilizing the delta-Ct method.

### Orthotopic model of lung cancer in mice and bioluminescent imaging

To determine the functional significance of myeloid cells in tumor growth we used the *K-ras* ^G12D^ *p53* ^flox/flox^ mouse model of NSCLC [32]. Tumors were excised from these animals and used for deriving cell lines for generating orthotopic lung adenocarcinoma in mice. Murine, myeloid subsets are defined as CD11b^+^Gr1^+^ cells, which are comprised of two major subpopulations defined as CD11b^+^Ly6C^high^ (IMMCs) and CD11b^+^Ly6G^high^ (neutrophils) [18, 33, 34]. To assess the effects of depleting specific myeloid cell populations on NSCLC progression, we used a Ly6G-specific monoclonal antibody which has previously been used for depleting neutrophils in mice [35]. We did not deplete Ly6C^high^ cells, as robust reagents for specifically depleting these cells are unavailable.

8-week old C57BL/6 mice were injected *via* tail vein with 1.5 X 10^5^ luciferase-labeled HKP-1M cells. At D7 treatment was begun with retro-orbital administration of anti-Ly6G antibody or IgG control (2.5 mg/kg, purified rat anti-mouse Ly6G, and rat IgG2a κ isotype control, Becton Dickinson), which was repeated every three days until sacrifice.

To determine the lung tumor burden *in vivo*, mice were anaesthetized and injected retro-orbitally with 75mg/kg of D-luciferin. Lung growth was monitored every 3 days using bioluminescence imaging performed with mice in a supine position by using the Xenogen IVIS system coupled to Living Image acquisition and analysis software (Xenogen). For BLI plots, photon flux was calculated for each mouse by using the same rectangle region of interest encompassing the thorax of the mouse.

### Micro-CT imaging and tumor volume measurements

Mice were anesthetized with a continuous flow of 2–4% isoflurane/oxygen mixture (2.5 L/min), and imaged two at a time using the Siemens Inveon micro PET/CT scanner (Siemens Medical Solutions USA, Inc). The micro-CT image acquisition consisted of 501 projections collected in 203 degree of scan arc. The X-ray exposure time was 1 sec per projection without respiratory-gating. The X-ray tube settings were 30 kVp and 500 μA. The resulting raw data were reconstructed to a final image matrix of 1024 x 1024 x 480 slices at 98-μm voxel size. The reconstructed voxel values were scaled into Hounsfield units. The reconstructed images were viewed and analyzed using the Inveon Research Workspace software (Siemens Medical Solutions USA, Inc).

The image analysis method was based on defining the total lung space, excluding the heart, using manual segmentation. Vascular structures around the heart were manually included in the total lung space. The radiodensity of the combined functional lung, tumor, and vasculature was recorded as Hounsfield units (HU) where -1000 is air, -700 is lung, and +100 to +300 is soft tissue. Because tumor tissue and vascular tissue have similar grayscale values, they could not be separated during segmentation, however non-tumor vascular volume should remain relatively constant between the control and treated groups, and therefore this method provides a relative measure of tumor burden. All data are presented as mean ± SEM.

### Cell proliferation, migration and invasion assays

Human lung cancer cells (H1650) (2×10^5^) were cultured in 6-well plate with or without OPN, CCL7, or TSP1 at a concentration of 100ng/mL for 1 day. For the cell proliferation assay, EdU (10nM) was administered to culture medium to label proliferating cells for 30 min. Cells were harvested, washed once with PBS, and fixed with 4% paraformaldehyde for 15 min at RT. Fixed cells were permeabilized and stained for EdU incorporation and DNA content using the Click-iT EdU Cell Proliferation Assay kit (Invitrogen Inc) according to the standard protocol. Flow analysis of cell phases was performed using an LSRII coupled with Diva software (BD Bioscience).

For the cell migration assay, H1650 cells (2×10^5^) were seeded in 6-well plate (Corning Inc) with or without OPN, CCL7, or TSP1 at different concentrations for 24 hours. A cell migration video was generated by obtaining images every 5 min for 3 hours under a computerized Zeiss microscope (Axio Observer) equipped with a culture chamber. Cell movement was tracked and analyzed using ImageJ and Manual Tracking Plugin software (NIH).

For the cell invasion assay, H1650 (2×10^4^) cells were seeded in 24-well BD BioCoat Matrigel invasion chambers (BD Bioscience) in serum free medium with or without OPN, CCL7, or TSP1 for 20 hours. The lower chambers contained 5% serum for attracting tumor cell invasion for 8 hours. The chambers were fixed and stained with hematoxylin to visualize the invading cells.

### Statistical Analysis

Results are expressed as mean ± SEM, except where indicated otherwise. Analyses of different treatment groups were performed using the Mann-Whitney *t*-test using the GraphPad Prism statistical program. P values < 0.05 were considered significant.

## Results

### Increased numbers of bone marrow hematopoietic cells infiltrate lung adenocarcinoma

To evaluate the cellular landscape of tumor-activated BM stromal cells in human NSCLC we used stringent criteria for sample selection, preparation, and analysis. For sample selection the criteria used were samples from patients who had; 1) surgical resection without preoperative therapy, 2) stage I/II/III disease, 3) adenocarcinoma cell type, and were, 4) never or former smokers (to exclude confounding smoking-induced acute inflammatory reactions in active smokers).

We used surgically resected specimens from NSCLC patients, and performed immunohistochemical (IHC) staining to identify regions of adenocarcinoma and adjacent non-neoplastic lung (adjacent lung) (Fig 1A). To determine the relative contribution of BM–derived stromal cells, we stained the adenocarcinoma and adjacent lung with antibodies specific for hematopoietic cells (CD45^+^) and epithelial cells (epithelial cell adhesion molecule, EpCAM^+^) (Fig 1B and S1 Fig). An increased number of CD45^+^ hematopoietic cells were commonly observed in the adenocarcinoma compared to adjacent lung tissue (approximately 5 cm away from the tumor margins; Fig 1B and S1 Fig). Consistently, flow cytometry analysis showed an increase in CD45^+^ hematopoietic cells (>4-folds) in the tumor parenchyma compared to adjacent lung (Fig 1C and 1D).

**Fig 1:**
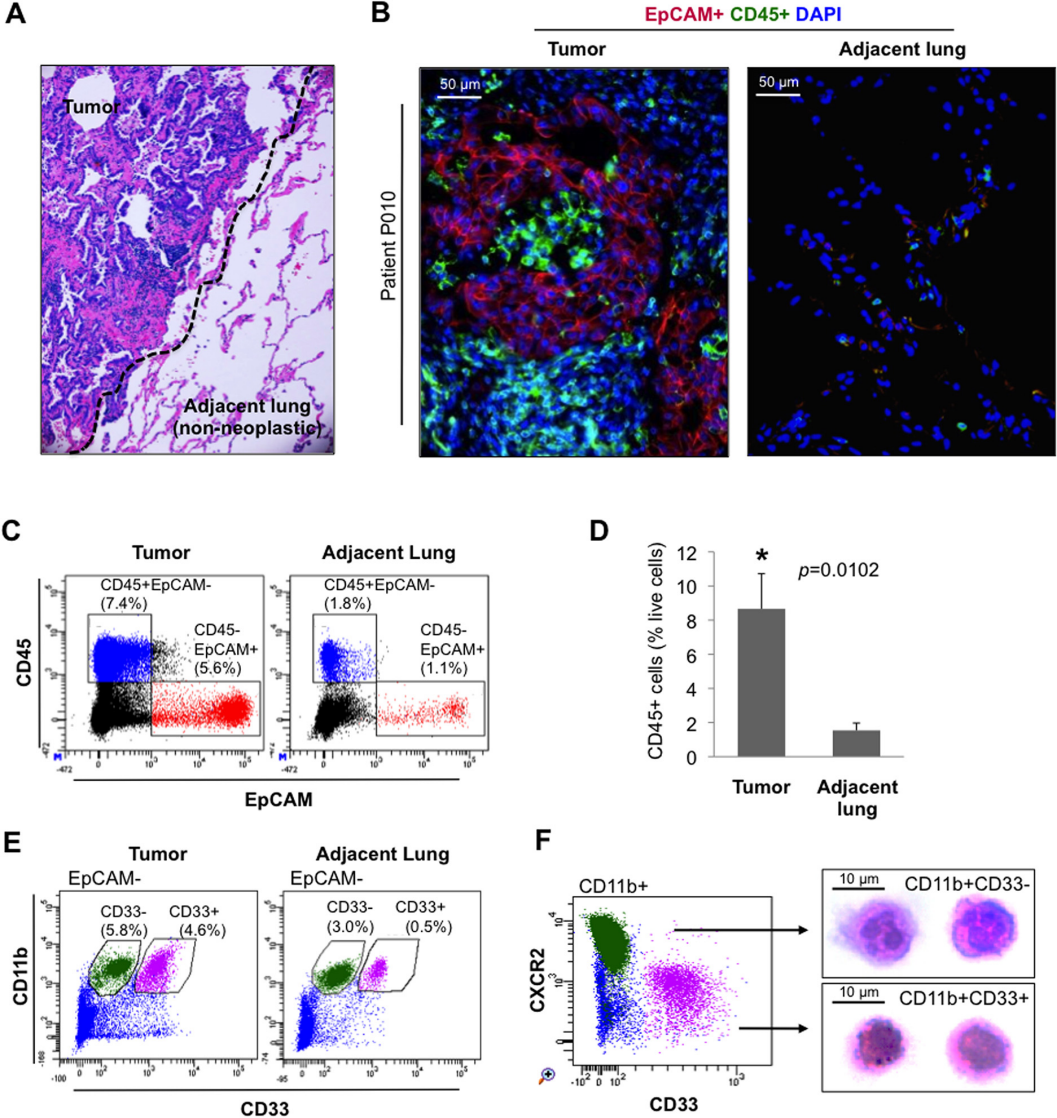
Increased number of bone marrow hematopoietic cells infiltrate lung compared to matched adjacent non-neoplastic lung. (A) H&E staining of lung tissue from an adenocarcinoma patient. The dotted line separates the tumor from the adjacent non-neoplastic lung. Image is at 20X magnification. (B) Representative immunofluorescence image of tumor and matched adjacent non-neoplastic lung of adenocarcinoma patient stained for epithelial cells (EpCAM^+^, red) and BM-derived hematopoietic cells (CD45^+^, green). DAPI (blue) was used to label cell nuclei. (C) Flow cytometry scatter plots showing CD45^+^EpCAM^-^ BM hematopoietic cells and CD45^-^EpCAM^+^ epithelial cells in tumor and matched adjacent lung. (D) Quantitation of CD45^+^EpCAM^-^ BM-derived hematopoietic cells in NSCLC patients (n = 5). Data represents mean ± SEM. (E) Flow cytometry scatter plots showing EpCAM^-^CD11b^+^CD33^-^ BM-derived neutrophils and EpCAM^-^CD11b^+^CD33^+^ BM-derived immature myeloid cells in tumor and matched adjacent lung. (F) Flow cytometry scatter plots showing CD11b^+^CD33^-^ neutrophils are CXCR2^+^ while CD11b^+^CD33^+^ immature myeloid cells are CXCR2^-^ (left panel). Microscopy of flow cytometry sorted cells stained with H&E showing nuclear morphology CD11b^+^CD33^-^ and CD11b^+^CD33^+^ cells (right panel).

The CD45^+^ hematopoietic population is heterogeneous and comprised of various subpopulations including T lymphocytes, B cells, and cells of the myeloid lineage [36]. Of the hematopoietic cells, we were interested in cells of the myeloid lineage as these are globally altered in cancer and promote tumor growth by stimulating tumor angiogenesis, suppressing tumor immunity, and promoting metastasis to distant sites [37]. Of the myeloid cells, we focused on immature monocytic myeloid cells (IMMC, CD11b^+^CD33^+^) and neutrophils (CD11b^+^CD33^-^) [38] (Fig 1E). The identities of these myeloid cells were further confirmed by analyzing the expression of other myeloid cell markers and cell nuclear morphology. The CD11b^+^CD33^+^ immature myeloid cells were devoid of CXCR2, where as the CD33^-^ cells were CXCR2^+^ neutrophils (Fig 1F, Left panel). Consistent with flow cytometry data, nuclear morphology analysis showed that the CD11b^+^CD33^+^CXCR2^-^ cells were mononuclear, whereas the CD11b^+^CD33^-^CXCR2^+^ cells were polymorphonuclear (Fig 1F, Right panel). Further evaluation showed that the CD33^+^ IMMCs expressed low levels of macrophage marker CD68 and showed a typical mononuclear scatter pattern (S2A and S2B Fig). The increased prevalence of these specific BM-derived sub-populations in the adenocarcinoma compared to matched adjacent lung tissue suggested that these cells may contribute to NSCLC growth.

### Specific depletion of myeloid cells, such as neutrophils, impairs NSCLC growth in mice

Murine, myeloid subsets are defined as CD11b^+^Gr1^+^ cells, which are comprised of two major subpopulations defined as CD11b^+^Ly6C^high^ (IMMCs) and CD11b^+^Ly6G^high^ (neutrophils) [18, 33, 34]. To assess the effects of depleting specific myeloid cell populations on NSCLC progression, we used a Ly6G-specific monoclonal antibody which has previously been used for depleting neutrophils in mice [35]. We did not deplete Ly6C^high^ cells, as robust reagents for specifically depleting these cells are unavailable.

Using the *K-ras* ^G12D^ *p53* ^flox/flox^ mouse model [39] of orthotopic NSCLC, we found that treatment with an anti-Ly6G antibody showed impaired NSCLC growth compared to controls, as determined by whole body bioluminescence imaging (BLI) (Fig 2A and 2B). Micro-computed tomography (micro-CT) revealed a significant decrease in the size of lung nodules in anti-Ly6G treated mice compared to that of IgG control antibody treated mice (Fig 2C), as quantified in Fig 2D. Flow cytometry analysis of peripheral blood confirmed efficient and specific depletion of Ly6G^+^ cells while other major hematopoietic populations remained unperturbed (Fig 2E and 2F, and S3 Fig), suggesting that tumor suppression had occurred due to Ly6G^+^ cell depletion.

**Fig 2:**
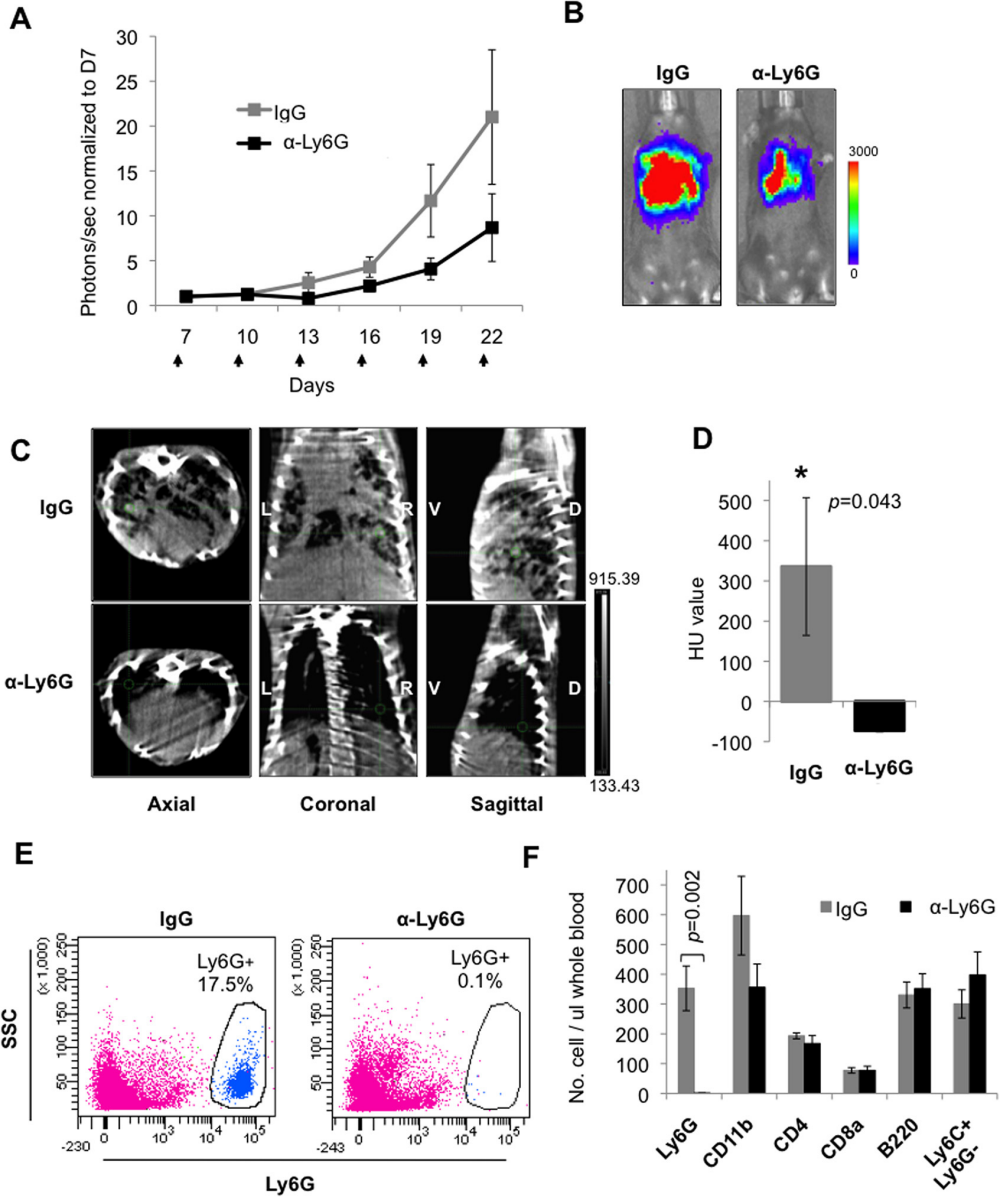
Depletion of Ly6G^+^ neutrophils impair growth of lung adenocarcinoma in mice. (A) Quantitation of orthotopic lung tumors in mice treated with either anti-Ly6G (αLy6G) or control (IgG) antibodies as assessed by bioluminescence (BLI) measurements as a function of time (in days, n = 7 and 6 per group respectively). Arrows indicate days at which antibody was administered. Data represent mean ± SEM. (B) Representative BLI images of animals. Color scale bar depicts the photon flux (photons per second) emitted from these mice at day 22. (C) Representative micro-CT slice images of lungs showing tumors in mice treated with anti-Ly6G or control IgG antibody at day 25. Axial, coronal, and sagittal views shown. Bright objects are high density (bone) and black represents air voids within the animal. Axial images were taken from same relative position in each animal; cross-hair points to the same location in all views. D, dorsal; V, ventral; L, left; R, right. (D) Quantification of lung tumor burden by micro-CT analysis (n = 3 per group) HU, Hounsfield Unit (where -1000 is air, -700 is lung, and +100 to +300 is soft tissue). Data represent mean ± SEM. (E) Flow cytometry scatter plots of peripheral blood showing depletion of Ly6G^+^ cells in anti-Ly6G treated mice as compared with control IgG treated mice at 3 days post-treatment. (F) Flow cytometry analysis of peripheral blood showing numbers (cells per ul of blood) of Ly6G^+^ and CD11b^+^ myeloid cells, CD4^+^ and CD8^+^ T cells, B220^+^ B cells, and Ly6C^+^Ly6G^-^ monocytes. n = 4 per group. Data represent mean ± SEM.

### RNA-deep sequencing reveals differentially regulated genes and mRNA isoforms in intratumoral BM myeloid cells

After establishing the critical requirement of myeloid cells for lung cancer progression, we next assessed the activation state of these cells by comparing the transcriptomic profiles of individual specific cell populations taken from within the adenocarcinoma, and also from adjacent lung tissue. For sample preparation and analysis we isolated stromal cells directly from fresh clinical samples without expanding cells in culture, to minimize aberrant culture-induced alterations in cellular and molecular phenotypes. To avoid the introduction of potential bias in transcript distribution, RNA was not amplified. Finally, in each individual patient we restricted our analysis to homogenous stromal populations to unravel cell-specific gene signatures, which could be missed when heterogeneous populations are used in routine bulk tumor profiling. Thus, we did not isolate cell types such as fibroblasts for which homogenous populations cannot be isolated using existing methods.

We sorted pure populations of IMMCs, neutrophils, and epithelial cells (ranging from 14.5K-200K cells per population, per patient) from freshly harvested tumors and adjacent lung of stage I-III lung adenocarcinoma patients. 

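IMMCs had been sorted as CD11b+CD33+ cells and neutrophils as CD11b+CD33- cells, both EpCAM- in Fig 1E, and epithelial cells as EpCAM+CD11b- cells. RNA of markers of these populations was compared between them. CD33 was at 41.4 ± 13.1 RPM (reads scaled to the library total; mean ± SD) in IMMCs from tumor (n = 3 libraries) and at 55.9 ± 11.3 RPM in IMMCs from adjacent lung (n = 3). In neutrophils it was at 2.39 ± 2.55 RPM in tumor (n = 2) and 9.90 ± 6.97 RPM in adjacent lung (n = 4), and in epithelial cells at 0.801 ± 0.760 RPM in tumor (n = 2) and 0.548 ± 0.505 RPM in adjacent lung (n = 3). CXCR2, a receptor of neutrophils, was at 264 ± 123 RPM in tumor neutrophils and 748 ± 277 RPM in adjacent neutrophils, against 4.11 ± 1.05 and 21.3 ± 29.5 RPM in tumor and adjacent IMMCs. EPCAM was at 386 ± 30.2 RPM in tumor epithelial cells and 162 ± 18.8 RPM in adjacent epithelial cells, and at 8.44 ± 7.75 and 2.02 ± 2.21 RPM in tumor and adjacent IMMCs. In neutrophils EPCAM was at 178 ± 146 RPM in tumor and 6.86 ± 9.93 RPM in adjacent lung. Summed over a list of pan-epithelial markers, the tumor neutrophil libraries held 1941 ± 757 RPM and the adjacent ones 187 ± 257 RPM, against 4672 ± 211 RPM in tumor epithelial cells. Of the adjacent neutrophil libraries, replicate 3 held 572 RPM of this RNA and the others at most 63.9 RPM. Neutrophil markers summed to 7666 ± 3184 RPM in tumor and 17110 ± 5171 RPM in adjacent neutrophils. In IMMCs they summed to 1177 ± 56.6 RPM in tumor and 4000 ± 1352 RPM in adjacent lung, while macrophage markers summed to 4412 ± 518 and 2651 ± 133 RPM.

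**Figure D1:**
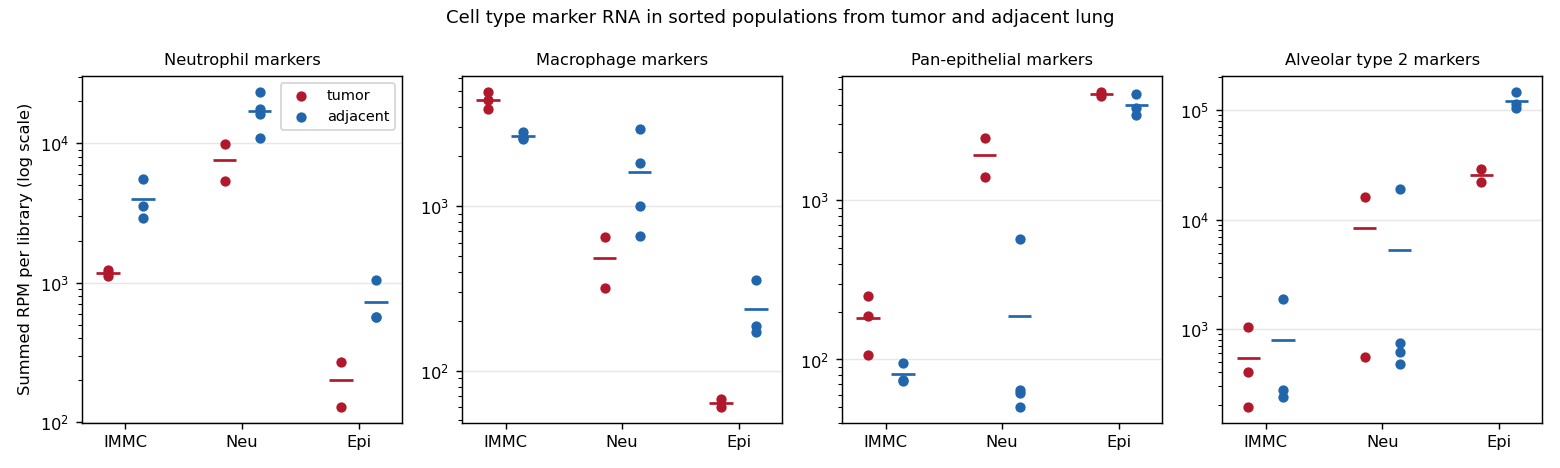
Summed RPM of 4 lists of cell type markers (log scale) in each library, with tumor in red and adjacent lung in blue; Neu stands for neutrophils and Epi for epithelial cells. Points are libraries and bars are means. Both tumor neutrophil libraries lie above the adjacent ones in the pan-epithelial markers, at 2477 and 1406 RPM.

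The values are RPM per library, given as 3 tables, one for each population, that hold 17 libraries in all: 6 of IMMCs, 6 of neutrophils and 5 of epithelial cells. The authors counted uniquely mapped reads for each gene of the AceView gene model and gave them as RPM of each library. Because the 3 tables were made separately, levels set side by side across populations rest on each library's own total. Each value in a library was a whole multiple of the smallest one, within 0.01, so that reads could be recovered: 1 read was 0.0171 to 0.0343 RPM, which puts the totals at 29146932 to 58324672 reads per library. The genes in the tables held 56.2 to 68.2% of them. These depths cover counting error only. Tumor and adjacent libraries of each population were compared with limma (trend) on log2(RPM + 1) over genes with a mean of at least 1 RPM, and genes with an adjusted p under 0.05 and a fold change over 2 were called. Tumor and adjacent libraries were not paired in the fit.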

RNA from individual cell populations was used to construct cDNA libraries (S4 Fig), which were sequenced using Illumina HiSeq2000 sequencers. To obtain statistically significant gene expression changes and determine patient-to-patient variability, RNA-seq was performed on the same individual sorted cells from the adenocarcinoma and adjacent non-neoplastic lung tissue of six patients (Stage I-III) (S1 Table). RNA-seq data analysis was performed according to our published analysis pipeline [29, 30]. Differential gene expression analysis was performed using the DEseq method [31] which is based on a negative binomial distribution model (S5 Fig). Approximately 80% of the reads aligned to known and novel mRNAs in each case, confirming high quality mRNA sequencing data (Fig 3A). Uniquely mapped reads were used to identify differentially expressed genes (p ≤ 0.05). Importantly, correlation analysis of these genes showed discrete clustering of stromal cells from tumors and adjacent lungs with minimal patient-to-patient variability (Fig 3B), suggesting that RNA-seq data from this patient cohort was sufficiently robust to identify differentially regulated genes. 

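Libraries of one tissue resembled each other more than libraries of the other tissue in each population, measured by Spearman's rho across all genes of the table (genes are not independent replicates). In IMMCs the median rho was 0.947 within tumor, 0.919 within adjacent lung and 0.917 between them, and the library with the highest rho to each library was of the same tissue for 6 of 6. In neutrophils the medians were 0.849 within tumor, 0.916 within adjacent lung and 0.825 between them, and the nearest library was of the same tissue for 5 of 6. In epithelial cells they were 0.923, 0.940 and 0.901, and the nearest library was of the same tissue for 4 of 5. The median within tissues exceeded that between them by 0.0289 in IMMCs, 0.0857 in neutrophils and 0.0306 in epithelial cells. No other split of the libraries into groups of these sizes gave as large a difference (the highest were 0.00794, 0.0370 and 0.0188). These were the highest of 10, 15 and 10 splits, so the smallest exact one-sided p the designs allow is 0.1 for IMMCs and epithelial cells and 0.0667 for neutrophils. From the clustering, the paper proposes that the data of this cohort were robust enough to find differentially regulated genes.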

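In tumor IMMCs, genes of macrophage lipid handling, of the cell cycle and of matrix proteases ranked above other genes as lists, and neutrophil markers and innate immune genes ranked below them, in limma's camera test with a preset correlation of 0.01. With a correlation estimated from the data no list's call held (adjusted p = 0.209, 0.23, 0.23, 0.219 and 0.209). Markers of other cell types differed between the same libraries: the 11 pan-epithelial markers all had a higher mean of log2 values in tumor (none called), with sums of 182 RPM in tumor and 81.0 RPM in adjacent lung, dendritic cell markers summed to 512 and 183 RPM (4 of 9 called higher), and 12 of 13 macrophage markers had a higher mean (1 called higher and 1 lower). The lists of these genes were written before the data were examined, but 2 of them hold a gene that the study itself had selected on these samples (GPNMB for lipid handling and MMP14 for matrix proteases). Of 16 genes of lipid-handling macrophages, limma called 12 higher in tumor IMMCs and none lower (12 and none when adjusted over the list alone; DESeq2 called 11 higher and 1 lower, edgeR 5 and 1). TREM2 rose from 27.3 to 114 RPM and LPL from 26.4 to 151 RPM. Of 19 genes of the cell cycle, 12 were higher and none was lower (16 and none when adjusted over the list alone); MKI67 rose from 5.85 to 49.6 RPM and TOP2A from 1.61 to 30.4 RPM. Of 24 matrix proteases and inhibitors, limma called 7 higher and none lower (7 and none when adjusted over the list alone; DESeq2 called 6 higher and 2 lower, edgeR 5 and 1), among them MMP14 at 279 ± 50.1 RPM in tumor and 65.9 ± 11.6 RPM in adjacent lung (SD, n = 3 each). Of 16 neutrophil markers, 6 were lower and none was higher (12 lower when adjusted over the list alone), and all 16 had a lower mean of log2 values in tumor. S100A9 fell from 1667 to 406 RPM and S100A12 from 68.9 to 11.5 RPM. How far RNA of neutrophils in the adjacent IMMC libraries accounts for the fall of these markers cannot be told. Of 36 innate immune receptors and signaling genes, 7 were lower and none was higher (9 lower and 1 higher when adjusted over the list alone), among them FCAR and LILRA5. RNA of airway secretory genes was lower in fewer tests: of 6 such genes limma called 3 lower (3 when adjusted over the list alone), and DESeq2 and edgeR called 1 each. SCGB1A1 was at 1.10 RPM in tumor and 23.1 RPM in adjacent lung, a call that was lost with DESeq2, edgeR and limma-voom, in the fit over all 17 libraries, and without tumor replicate 1, tumor replicate 2 or adjacent replicate 2.

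**Figure D2:**
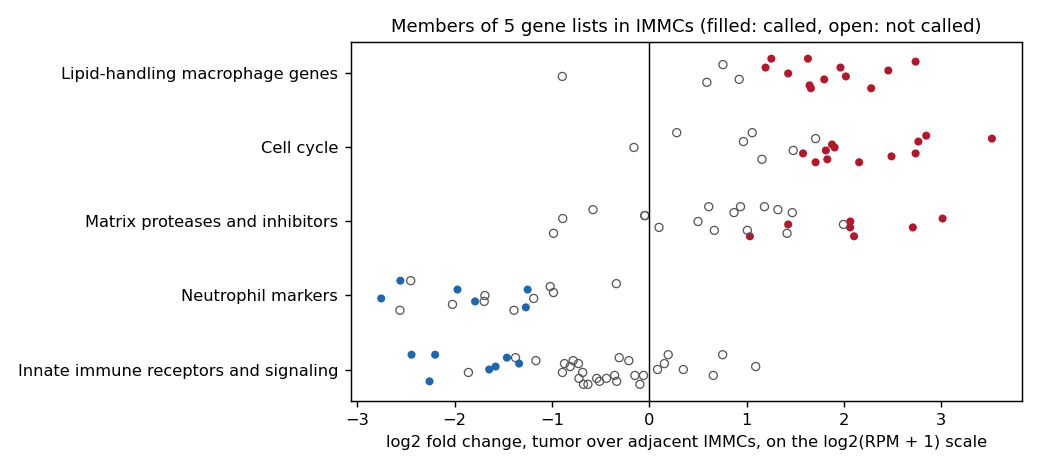
log2 fold change (tumor over adjacent lung) of each tested member of 5 gene lists in IMMCs, on the scale of log2(RPM + 1). Filled points were called and open points were not. 12 of 16 lipid-handling genes lie on the right as filled points, and all 16 neutrophil markers lie on the left.

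In all, 523 genes were higher and 183 were lower in tumor IMMCs, of 12422 tested. At an unadjusted p under 0.05, 1219 genes were higher and 375 lower. The median log2 fold change of all tested genes was 0.27. After division by TMM factors the median was 0.05, and 252 genes were higher and 301 lower. Whether the median on the RPM scale reflects the scaling or a broad rise in tumor cannot be told from these fits. With DESeq2 on the recovered reads 508 were higher and 590 lower, and with edgeR (TMM) 152 and 204. Besides OPN, the genes with the largest increases were OLFML3, FCGBP, WNT5A and ITGA6, with log2 fold changes of 4.26, 3.78, 3.74 and 3.68. The largest decreases were those of SFTPC, SCGB1A1, BPIFB1 (C20ORF114 in the table) and FABP4, with -5.31, -3.42, -3.39 and -3.25. SFTPC is on the list of alveolar type 2 markers, and SCGB1A1 and BPIFB1 are airway secretory genes. For these genes, RNA of lung epithelium carried into the sorted cells cannot be told apart from a change in the IMMCs themselves. The call of SFTPC was lost with edgeR, limma-voom and a pseudocount of 5, in the fit over all 17 libraries, and without tumor replicate 1 or 2, that of BPIFB1 with DESeq2, edgeR and limma-voom, that of FABP4 with limma-voom, that of FCGBP with edgeR and in the fit over all 17 libraries, and that of OLFML3 in that fit. In the camera test at the preset correlation the adjusted p were 2.84e-08 (lipid handling), 2.1e-09 (cell cycle), 0.0029 (matrix proteases), 5.03e-15 (neutrophil markers), 1.05e-12 (innate immune) and 0.000111 (airway secretory). With an estimated correlation the airway secretory list had an adjusted p of 0.219. Leaving out single libraries lowered the counts: to 123 higher and 64 lower without tumor replicate 1, 267 and 109 without tumor replicate 2, 167 and 83 without tumor replicate 3, 447 and 119 without adjacent replicate 1, 159 and 77 without adjacent replicate 2, and 295 and 120 without adjacent replicate 3.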

Next, genes differentially regulated in the intratumoral stromal subsets and epithelial cells, compared with the same subsets from adjacent lung tissue, were identified using standard statistical methods with a false discovery ratio (FDR) <5% (Fig 3C). Ingenuity pathway analysis of differentially regulated genes from stromal compartments showed that a major proportion of genes were involved in cancer-specific pathways (data not shown).

**Fig 3:**
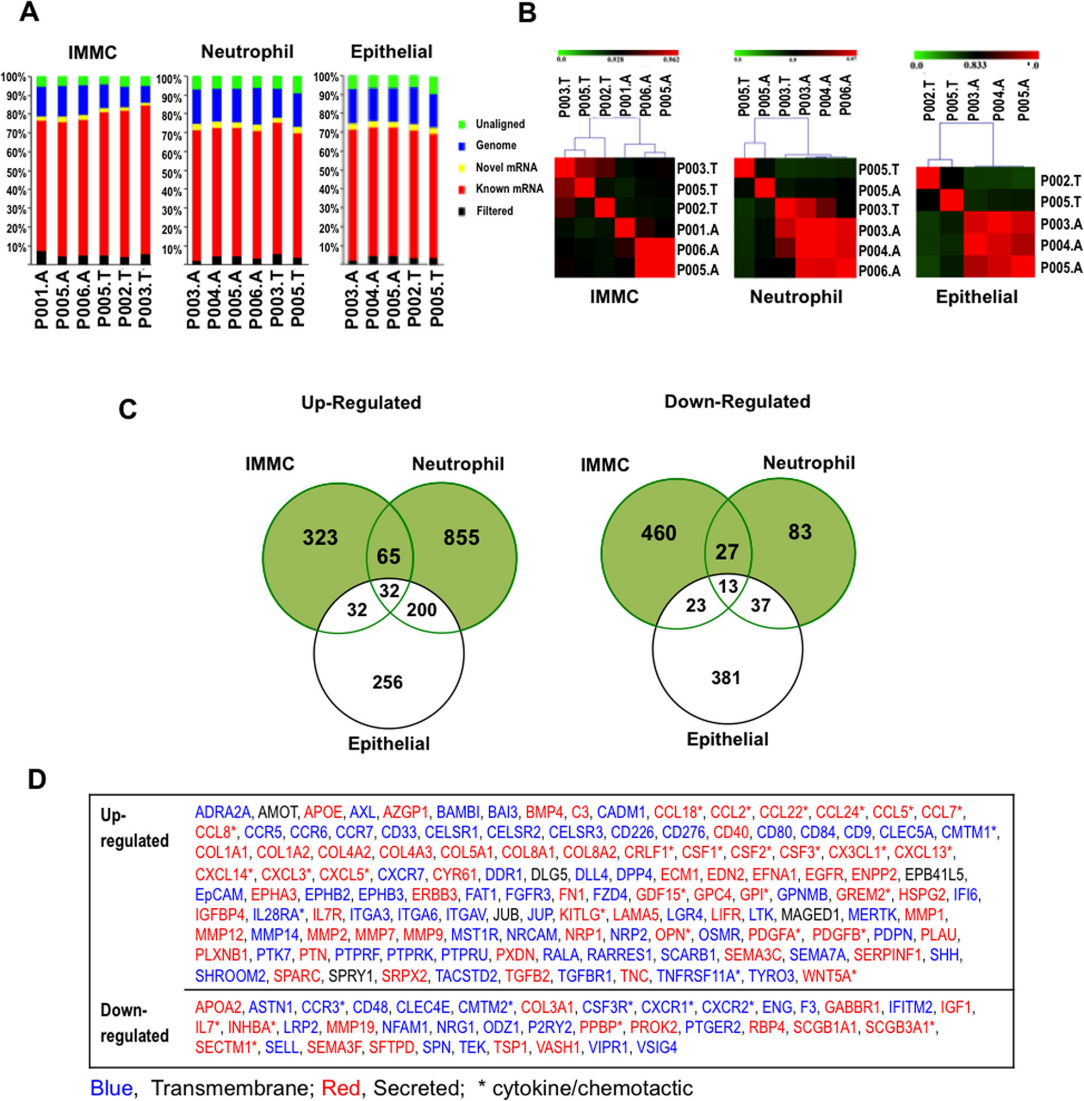
RNA-seq analysis of BM immature monocytic myeloid cells and epithelial cells from NSCLC patients and controls. (A) Summary of RNA-seq reads from adenocarcinoma (tumor)- and adjacent lung-derived IMMCs (immature monocytic myeloid cells), neutrophils, and epithelial cells isolated from 6 adenocarcinoma patients and mapped to known human mRNA, genome, and novel mRNA of Aceview gene model. P, unique patient identifier; A, adjacent non-neoplastic lung tissue; T, neoplastic tumor tissue. (B) Spearman correlation analysis showing clustering of stromal cells derived from IMMCs, neutrophils, and epithelial cells based on global RNA-seq gene expression profiles into distinct tumor and adjacent lung groups. P, unique patient identifier; A, adjacent non-neoplastic lung tissue; T, neoplastic tumor tissue. (C) Venn diagrams showing total number of differentially expressed genes in immature IMMCs, neutrophils, and epithelial cells from adenocarcinoma compared to non-neoplastic adjacent lung. Cutoff of at least 50 unique mapped reads and FDR <5%. The genes in the list show differential expression with p<0.05, and fold change >2. (D) Differentially regulated stromal genes from (C), enriched for potential paracrine functions as determined by Gene Ontology annotation as secreted, extracellular space, or membrane (except membranes of organelles including golgi and endoplasmic reticulum). Of these, genes with the functions in key tumorigenic pathways including angiogenesis, ECM breakdown, cell migration, proliferation, invasion, cytokine function, chemokine function, and chemotactic function were selected. Genes selected for analysis are denoted in blue, transmembrane; red, secreted.

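Genes that rose in tumor were shared between the myeloid populations more often than independent lists would share them. Of 11341 genes tested in both IMMCs and neutrophils, 82 were higher in tumor in both, against 27.9 for independent lists (Fisher's exact test, one-sided p = 2.3e-19 across genes, which are not independent). The shared genes included MMP12, MCM2, SLC2A1 and CHIT1, and also the epithelial genes CD24, DSP, PTPRF, PVRL4, SPINT1 and ST14. The 11 pan-epithelial markers tested had a higher mean of log2 values in tumor in both, with median log2 fold changes of 1.23 in IMMCs and 4.10 in neutrophils. Lower in tumor in both were 8 genes, against 0.419: FABP4, FHL1, GPD1, KCNJ2, MEFV, SFTPC, VNN3 and ZNF200. No gene was higher in tumor in one and lower in the other. FSCN1 was the only gene higher in both IMMCs and epithelial cells and the only one higher in both neutrophils and epithelial cells (independent lists share 0.245 and 0.462), and no gene was lower in tumor epithelial cells and in either myeloid population. With DESeq2 on the recovered reads, IMMCs and neutrophils shared 86 higher and 228 lower genes, against 30.7 and 45.8 for independent lists. IMMCs and epithelial cells shared 39 and 26, against 10.2 and 11.2. Neutrophils and epithelial cells shared 126 and 52, against 25.8 and 27.5. With DESeq2, sharing above independent lists was thus not particular to the myeloid populations. The populations share no libraries, but some patients gave more than one population.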

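RNA of epithelial and carcinoma genes was higher in neutrophils from tumor than in those from adjacent lung. Of 11 pan-epithelial markers limma called 8 higher in tumor neutrophils (11 when adjusted over the list alone; DESeq2 called 6 and edgeR 0), and of 16 carcinoma-associated epithelial genes 8 (11 when adjusted over the list alone; DESeq2 called 8 and edgeR 2); none was lower. In the camera test the 2 lists had adjusted p of 2.91e-05 and 0.000495 at the preset correlation, and 0.482 each with an estimated correlation. KRT7 rose from 8.84 to 214 RPM and ELF3 from 44.5 to 437 RPM. The matrix protein TNC was at 460 ± 275 RPM in tumor (SD, n = 2) and 5.29 ± 8.54 RPM in adjacent lung (n = 4), and EGFR was at 212 ± 150 and 10.2 ± 16.9 RPM. Fibroblast markers summed to 851 RPM in tumor replicate 2, 50.4 RPM in tumor replicate 1 and between 5.78 and 143 RPM in the adjacent libraries. CEACAM6 was at 771 ± 59.3 RPM in tumor and 22.3 ± 18.8 RPM in adjacent lung, a log2 fold change of 5.33 (standard error 0.57, adjusted p = 0.0110). Of 15 cell cycle genes 7 were higher and none was lower (11 higher when adjusted over the list alone; DESeq2 called 6 and edgeR 0; camera adjusted p = 0.000495, and 0.482 with an estimated correlation), and of 24 matrix proteases and inhibitors 3 were higher (DESeq2 called 3 higher and 2 lower, edgeR 0), among them MMP14 at 86.1 ± 6.52 RPM in tumor and 16.1 ± 10.3 RPM in adjacent lung. Of 13 macrophage markers 2 were lower (7 when adjusted over the list alone; 10 with DESeq2 and 0 with edgeR), MARCO from 224 to 20.4 RPM and FABP4 from 62.4 to 0.413 RPM. All 13 had a lower mean of log2 values, and they summed to 319 and 650 RPM in the tumor libraries and 659 to 2949 RPM in the adjacent ones (camera adjusted p = 4.66e-11, and 0.459 with an estimated correlation). The chemokine CXCL5 fell from 79.1 ± 31.8 to 3.09 ± 4.38 RPM. In all, 958 genes were higher and 30 lower of 13225 tested. At an unadjusted p under 0.05, 3901 were higher and 413 lower. The median log2 fold change of all genes was 0.65, and 0.01 after division by TMM factors, with which 479 genes were higher and 140 lower. DESeq2 gave 1110 higher and 1310 lower, of which 766 and 29 were among the calls above, and edgeR (TMM) gave 13 and 0, with 2171 and 1791 at an unadjusted p under 0.05. The calls rest on single libraries: limma called no gene without adjacent replicate 1 or 4 (2769 and 3176 higher at an unadjusted p under 0.05), 19 higher and 2 lower without adjacent replicate 2, 101 and 1 without tumor replicate 1, 1358 and 177 without tumor replicate 2, and 3654 and 264 without adjacent replicate 3.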

Analysis of individual stromal populations identified potential differentially regulated compartment-specific genes, which were filtered using specific criteria to select and prioritize genes for further validation. 

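Few genes passed the threshold in epithelial cells, where 2 tumor libraries were compared with 3 adjacent ones. Of 14107 genes tested 6 were higher in tumor (CXCL14, MMP13, CELSR3, FSCN1, COL18A1 and MX2) and 2 were lower, among them DUOX1. CXCL14 was at 162 ± 78.3 RPM in tumor (SD, n = 2) and 0.545 ± 0.795 RPM in adjacent lung (n = 3), MMP13 at 108 ± 26.3 and 2.01 ± 1.02 RPM, and DUOX1 at 64.5 ± 20.4 and 451 ± 28.2 RPM. At an unadjusted p under 0.05, 1372 genes were higher and 448 lower, and with DESeq2 on the recovered reads 378 and 441, which include all 8. edgeR (TMM) and limma-voom called none (944 higher and 663 lower, and 629 and 596, at an unadjusted p under 0.05). The counts moved with single libraries: 77 genes were higher and 97 lower without tumor replicate 1, none was called without tumor replicate 2 or without adjacent replicate 1 or 2 (989, 1351 and 1242 higher at an unadjusted p under 0.05), and 2 were higher and none lower without adjacent replicate 3. The median log2 fold change of all genes was 0.29, and 0.07 after division by TMM factors. The 10 alveolar type 2 markers, surfactant genes among them, summed to 25630 ± 4994 RPM in tumor and 122200 ± 22650 RPM in adjacent lung, all had a lower mean of log2 values, and 7 were lower when adjusted over the list alone (none by limma over all genes tested, 8 by DESeq2 and 0 by edgeR; camera adjusted p = 1.46e-11, and 0.457 with an estimated correlation). Markers of other cell types differed between the same libraries, with sums of 63.7 and 238 RPM in tumor and adjacent lung for macrophage markers, 200 and 729 RPM for neutrophil markers and 420 and 1190 RPM for alveolar type 1 markers; in tumor replicate 1 fibroblast markers summed to 300 RPM and dendritic cell markers to 156 RPM, against at most 70.1 and 2.44 RPM in the other libraries. In data simulated at the spread of these libraries, limma called 24.2% of genes changed 4-fold and 60.9% of those changed 8-fold. Of its 62 calls there, 7 were of unchanged genes. Whether the change in tumor differed between populations was tested in 1 fit of limma over the 17 libraries, a test chosen after the data were seen. Of 12515 genes tested, 38 had a different change in IMMCs than in epithelial cells (adjusted p under 0.05), 3 in neutrophils than in epithelial cells and 19 in IMMCs than in neutrophils. ITGA6, an integrin, rose in tumor IMMCs from 3.17 ± 0.527 to 53.5 ± 16.5 RPM, while in epithelial cells it was at 95.4 ± 25.9 RPM in adjacent lung and 22.9 ± 16.7 RPM in tumor, a difference in log2 fold change of 5.86 (standard error 0.74, adjusted p = 0.00571).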

The criteria used included the selection of genes differentially regulated in specific tumor stromal cell compartments and not in tumor epithelial cells as our goal was to identify stroma-specific targets (Fig 3C), and Gene Ontology (GO) enrichment analysis to identify genes with paracrine activity to capture potential tumor-stroma crosstalk. Using these criteria, approximately 80–100 genes were selected for each cell type (Fig 3D and S2 Table).

Differentially regulated genes in each of the stromal cell types, epithelial cells, or both, were identified (S6 Fig). Notably, bulk tissue analysis (“Total” population, S6 Fig) failed to identify differential regulation of many of these stromal genes further highlighting the advantages of our unique approach of evaluating sorted cell populations from heterogeneous tumor tissue, and suggesting why many of these genes with stromal-specific expression patterns had remained undiscovered in previous whole tumor profiling studies. Candidate genes including *OPN*, *CCL7*, *CLEC5A*, *and GPNNB* were upregulated in IMMCs or neutrophils and not in the epithelial cells (Fig 4A and S6A Fig). On the other hand expression of some genes including *TSP1*, a potent antitumorigenic factor, were downregulated in intratumoral stromal cells (Fig 4A).

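OPN (gene SPP1) had the largest increase of all called genes in IMMCs. The gene lies on chromosome 4 of GRCh38 from 87975650 to 87983426 (plus strand). It was at 4814 ± 3965 RPM in tumor IMMCs and 21.3 ± 22.0 RPM in adjacent IMMCs (SD, n = 3 each), with a log2 fold change of 7.87 (standard error 0.84, adjusted p = 0.00309; 2.39e-05 over the candidates alone). In neutrophils it was at 804 ± 972 RPM in tumor (n = 2) and 7.17 ± 3.99 RPM in adjacent lung (n = 4), a log2 fold change of 5.91 (standard error 0.99, adjusted p = 0.0218). The call in neutrophils was lost without adjacent replicate 1, 2 or 4 (adjusted p of 0.0862, 0.0736 and 0.0961) and with edgeR (0.0694) and limma-voom (0.0532). In epithelial cells OPN was at 31.0 ± 34.2 RPM in tumor (n = 2) and 0.720 ± 1.13 RPM in adjacent lung (n = 3). Its log2 fold change of 3.79 (standard error 0.88) did not pass the threshold over all genes (adjusted p = 0.109) and passed it over the candidates alone (0.0144). It was 2.37 without tumor replicate 1 and 5.22 without tumor replicate 2. The study had chosen the candidates on these samples, so that adjustment over them alone is not independent evidence. Macrophage markers summed to 63.7 RPM in tumor epithelial cells and 485 RPM in tumor neutrophils, against 4412 RPM in tumor IMMCs. Whether RNA of IMMCs gave part of the OPN in the other populations was not tested. For OPN the difference in log2 fold change between IMMCs and epithelial cells was 4.07 (standard error 1.54, adjusted p = 0.321). That between neutrophils and epithelial cells was 2.12 (standard error 1.58, adjusted p = 0.447). GPNMB (chromosome 7, 23235967 to 23275108, plus strand) was at 1330 ± 465 RPM in tumor IMMCs and 200.2 ± 81.6 RPM in adjacent IMMCs, with a log2 fold change of 2.74 (standard error 0.33, adjusted p = 0.00480). In neutrophils (148 ± 122 and 143 ± 78.3 RPM) and epithelial cells (20.5 ± 14.8 and 18.6 ± 3.66 RPM) the levels in tumor and adjacent lung differed by less than the spread. CLEC5A, a receptor of myeloid cells (chromosome 7, 141927357 to 141947007, minus strand), was at 316 ± 90.1 RPM in tumor IMMCs and 63.2 ± 35.4 RPM in adjacent IMMCs, a log2 fold change of 2.43 (standard error 0.40, adjusted p = 0.0128), lost in the fit over all 17 libraries (0.091). In neutrophils it was at 21.6 ± 24.2 and 15.5 ± 7.47 RPM, and in epithelial cells at 4.26 ± 5.25 and 0.149 ± 0.257 RPM (adjusted p = 0.291). CCL7, a chemokine (chromosome 17, 34270221 to 34272242, plus strand), was at 12.5 ± 16.6 RPM in tumor IMMCs and 0.548 ± 0.627 RPM in adjacent IMMCs. Each tumor library lay above each adjacent one, but its log2 fold change of 2.42 (standard error 0.77) did not pass the threshold over all genes (adjusted p = 0.0879) and passed it over the candidates alone (0.0137). Without each library in turn the log2 fold change ranged from 1.39 (without tumor replicate 3) to 3.09 (without tumor replicate 2). With DESeq2 its adjusted p was 0.00122, within a range of 0.00122 to 0.477 over the alternatives. In neutrophils CCL7 was at 0.752 and 0.139 RPM, below the minimum for the test, and the epithelial table holds no CCL7.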

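TSP1 (gene THBS1, chromosome 15 of GRCh38, 39581079 to 39599466, plus strand) was lower in tumor IMMCs, at 1061 ± 647 RPM against 5055 ± 2910 RPM in adjacent IMMCs (SD, n = 3 each). The log2 fold change was -2.18 (standard error 0.55, adjusted p = 0.0471). The adjusted p was 0.00451 over the candidates alone, which the study had chosen on these samples. The highest tumor library, at 1807 RPM, lay above the lowest adjacent one, at 1780 RPM. The call lay close to the threshold: it was lost without tumor replicate 1 (adjusted p = 0.131), tumor replicate 2 (0.123), adjacent replicate 2 (0.135) or adjacent replicate 3 (0.115), with limma-voom (0.0619), edgeR (0.0754), division by TMM factors (0.0575) and a pseudocount of 0.1 (0.0551), and in the fit over all 17 libraries (0.118), while the log2 fold change stayed between -2.81 and -1.79 without each library in turn. In tumor neutrophils TSP1 was not lower.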

**Fig 4:**
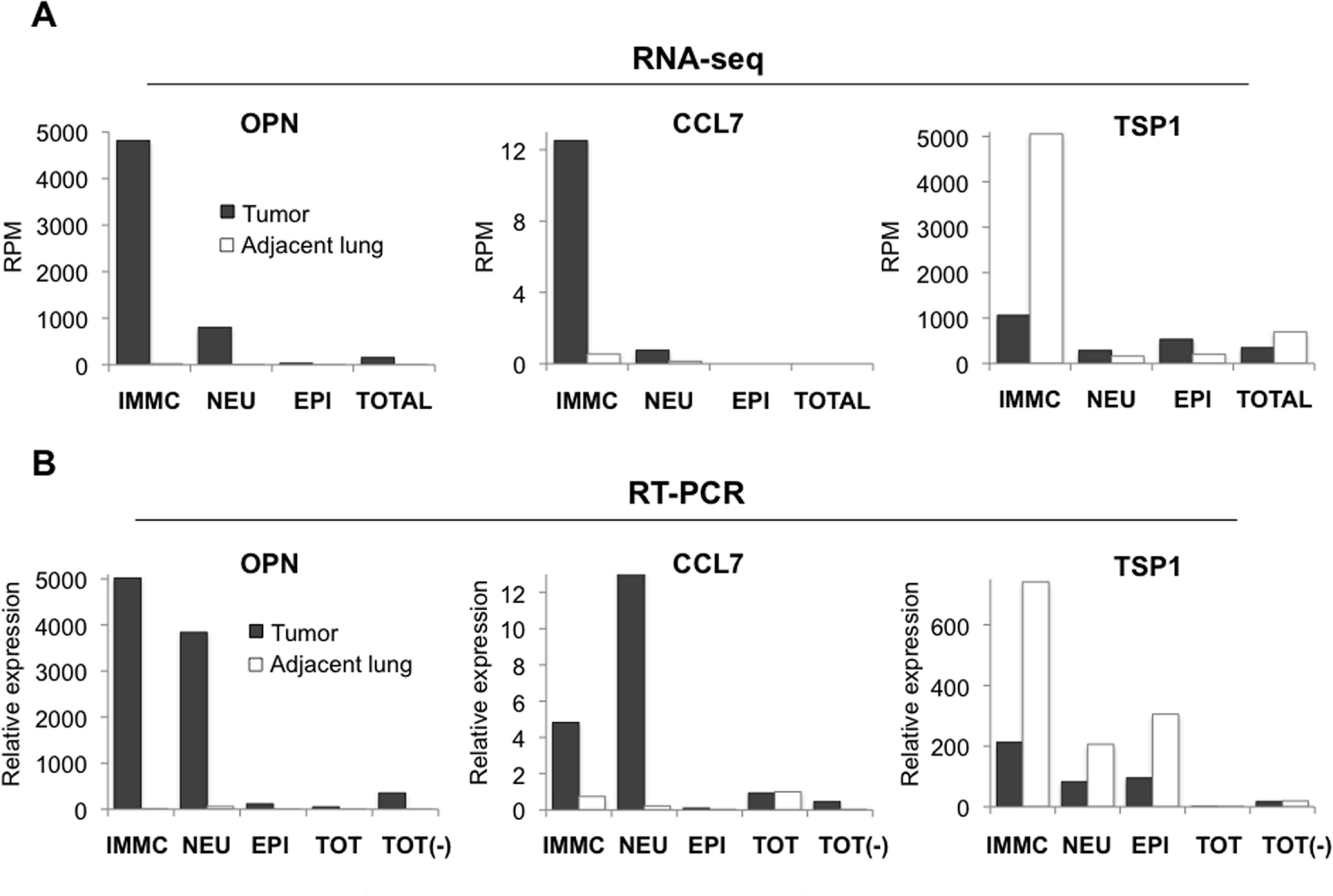
RNA-deep sequencing analysis unravels differentially regulated genes in intratumoral BM-derived myeloid cells. (A) RNA-seq analysis and (B) qRT-PCR validation showing stromal compartment-specific expression of candidate genes *OPN*, *CCL7*, *and TSP1* in cells from the tumor bed compared to adjacent lungs. IMMCs; immature monocytic myeloid cells; NEU, neutrophils; EPI, epithelial cells; TOT, total cells from lungs; Total (-), all stromal cells without IMMCs and neutrophils. Average RPM (reads per million) values are indicated.

Next we considered the possibility that for some genes not showing differential expression, their overall transcript abundance could be similar while their various isoforms may be differentially regulated. Indeed, isoform-specific expression of genes such as *VEGF*, *p63*, *p73*, and *CD44* has been correlated with discrete pathologies and survival in lung cancer patients [40–42]. Using an alternative-exon inclusion ratio-based approach to identify the alternative first, alternative last, and skipped exons [29, 30, 43] from the RNA-seq reads, we identified stromal-specific genes regulated at the isoform level (Fig 5A). Among the genes potentially regulated at the isoform level we focused on *FLT-1* (*VEGFR1*) (Fig 5B, 5C and 5D) as the *VEGF*-*FLT-1* axis constitutes a major regulator of angiogenesis. It has been shown that *FLT-1* mRNA is alternatively spliced to encode both a full-length receptor tyrosine kinase (*mFLT-1*) that is proangiogneic, and a soluble isoform (*sFLT-1*) that binds and sequesters *VEGF* and *PLGF* [44] and is therefore antiangiogenic. As determined by the RNA-seq analysis, the overall expression of *FLT-1* or *sFLT-1* was similar in the CD33^+^ IMMCs from tumors and adjacent lung tissue, however the *mFLT*-1 was specifically upregulated in tumor IMMCs (Fig 5C). 

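Summed over its isoforms, FLT1 (chromosome 13 of GRCh38, 28300344 to 28495145, minus strand) was at 117 ± 76.5 RPM in tumor IMMCs and 105 ± 61.7 RPM in adjacent IMMCs (SD, n = 3 each). The log2 fold change was 0.12 (standard error 0.47, adjusted p = 0.895), smaller than the median of all genes, and its sign turned with DESeq2 (-0.13). Without each library in turn it ranged from -0.37 to 0.56. The table gives 1 value per gene, and the isoforms were not analysed here.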

Importantly, RT-PCR analysis using isoform-specific primers confirmed *mFLT-1* expression levels in the intratumoral IMMCs (Fig 5D). Notably, *FLT-1* expression in cells of the myeloid lineage has been shown to regulate *VEGF*/*PLGF*-oriented migration, survival, and production of angiogenic factors [45, 46], which can promote tumor growth [47], suggesting that it may have a protumorigenic function in NSCLC.

**Fig 5:**
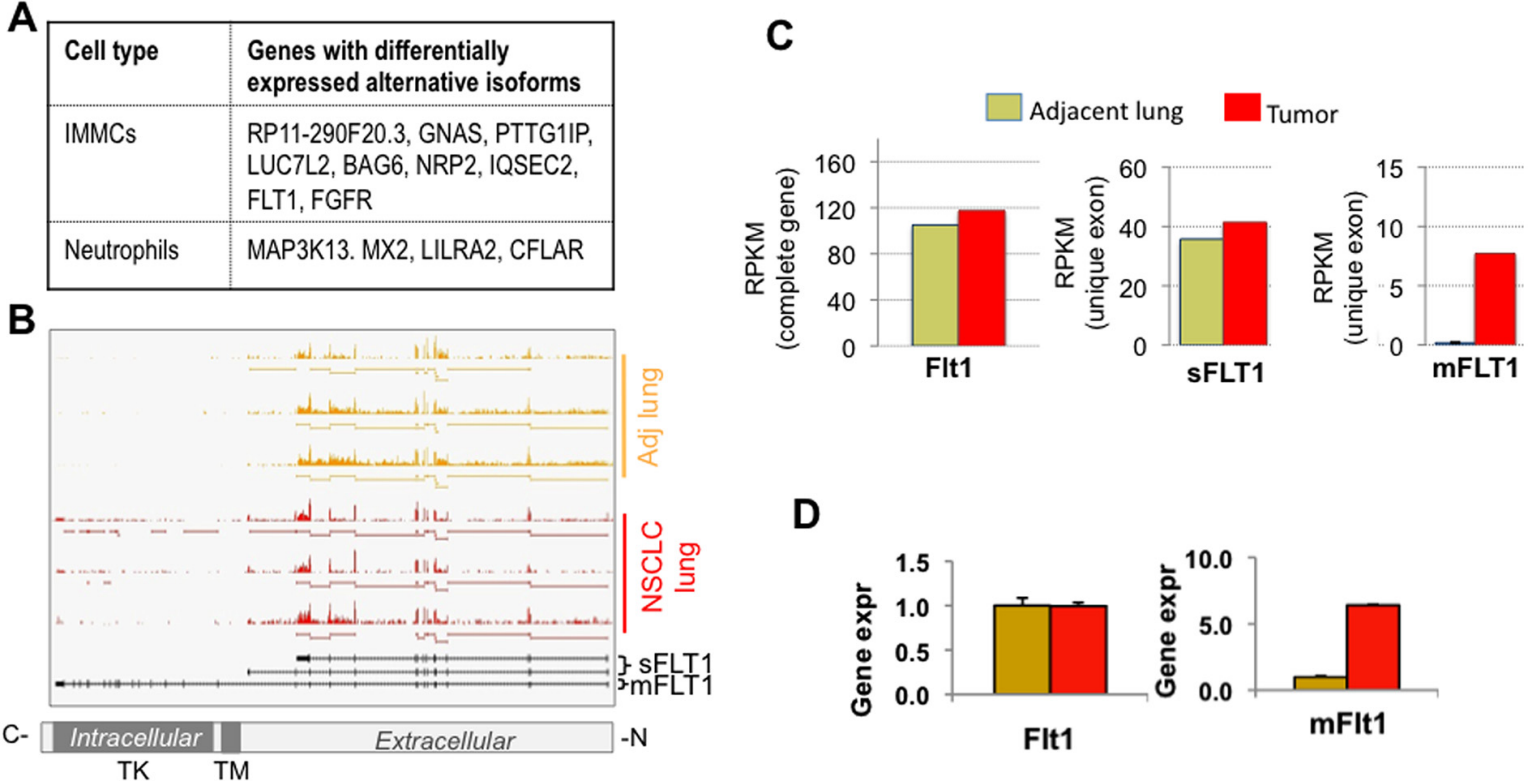
RNA-deep sequencing analysis unravels differentially regulated mRNA isoforms in intratumoral BM-derived myeloid cells. (A) List of stroma-specific genes differentially regulated at the mRNA isoform level. (B) Wiggle plots showing read coverage across the Flt-1 gene in IMMCs from adenocarcinoma of lung (n = 3 patients) and IMMCs form adjacent lungs (n = 3 patients). The status of sFLT1 and mFLT1 is shown. (C) RNA-seq analysis showing *FLT-1* isoform expression levels of total *FLT1*, soluble FLT1 (*sFLT1*), and membrane binding FLT1 (*mFLT1*) in myeloid cells sorted from adjacent lung and tumor. (D) RT-PCR validation of *FLT1* and *mFLT-1* isoform expression in myeloid cells sorted from adjacent lung and tumor.

### Validation of differentially regulated compartment-specific stromal genes

As our goal was to identify differentially regulated genes in intratumoral stromal cells, we validated a subset of the genes selected from the RNA-seq analysis by quantitative RT-PCR (qRT-PCR) to confirm that their differential expression was confined to specific individual intratumoral cellular compartments (IMMCs, neutrophils, and epithelial cells). Included in the qRT-PCR analysis were sorted samples consisting of all stromal cells without IMMCs and neutrophils (“Total (-)” population, Fig 4B), to further confirm the lineage specific expression of these candidate genes.

qRT-PCR analysis showed significant correlation with RNA-seq data not only in the relative expression levels but also in stromal compartment specificity. For example, candidate genes including *OPN*, *CCL7*, *and TSP1* were differentially expressed in IMMCs or neutrophils and not in the epithelial cells or other stromal cells (Fig 4B).

We reasoned that differentially regulated genes identified in intratumoral stromal cells may contribute to carcinogenesis, and went on to select stromal genes including *OPN*, *CCL7*, and *TSP1* as potential candidates as they are secreted and are likely to influence NSCLC progression by conferring paracrine functions on tumor epithelial cells. OPN is a secreted phosphoglycoprotein that has been shown to contribute to tumor progression and metastasis [48]. Increased OPN expression has been observed in human breast, lung, prostate, colon, ovarian, and gastric cancers [49]. CCL7 is a relatively understudied cytokine, however its expression in tumor stroma has been shown to enhance invasion and migration of oral squamous carcinoma cells [50]. CCL7 has also been shown to promote neutrophil recruitment in lung inflammation [51]. TSP1 is a secreted extracellular matrix protein and one of the most potent inhibitors of tumor angiogenesis and growth [52, 53]. Consistent with this tumor suppressive property, *TSP1* expression was found to be downregulated in intratumoral myeloid lineage cells.

Using immunofluorescence staining of human lung adenocarcinomas, we further assessed the candidate genes both for expression levels and BM stromal cell specificity. As expected from the RNA-seq and qRT-PCR analysis (Fig 4), OPN staining was confined to a subset of intratumoral CD45^+^ BM stromal cells and not the epithelial cells (Fig 6A, Upper panel). Consistently, stromal cells in the adjacent non-neoplastic lungs did not exhibit increased expression of this gene (Fig 6A, Lower panel). Similar staining patterns were observed in tumor tissue from other adenocarcinoma patients (S7A Fig). Further analysis showed that, of the CD45^+^ hematopoietic cells, the CD11b^+^ myeloid subset were the main contributors of OPN (S7B Fig). Using a similar approach, we found that CCL7 expression was also confined to the intratumoral BM cells compared to adjacent lungs (Fig 6B and S7C Fig). In contrast, expression of TSP1 was suppressed in the intratumoral BM cells compared to adjacent lungs, consistent with the RNA-seq and RT-PCR analysis (Fig 6C and S7D Fig).

**Fig 6:**
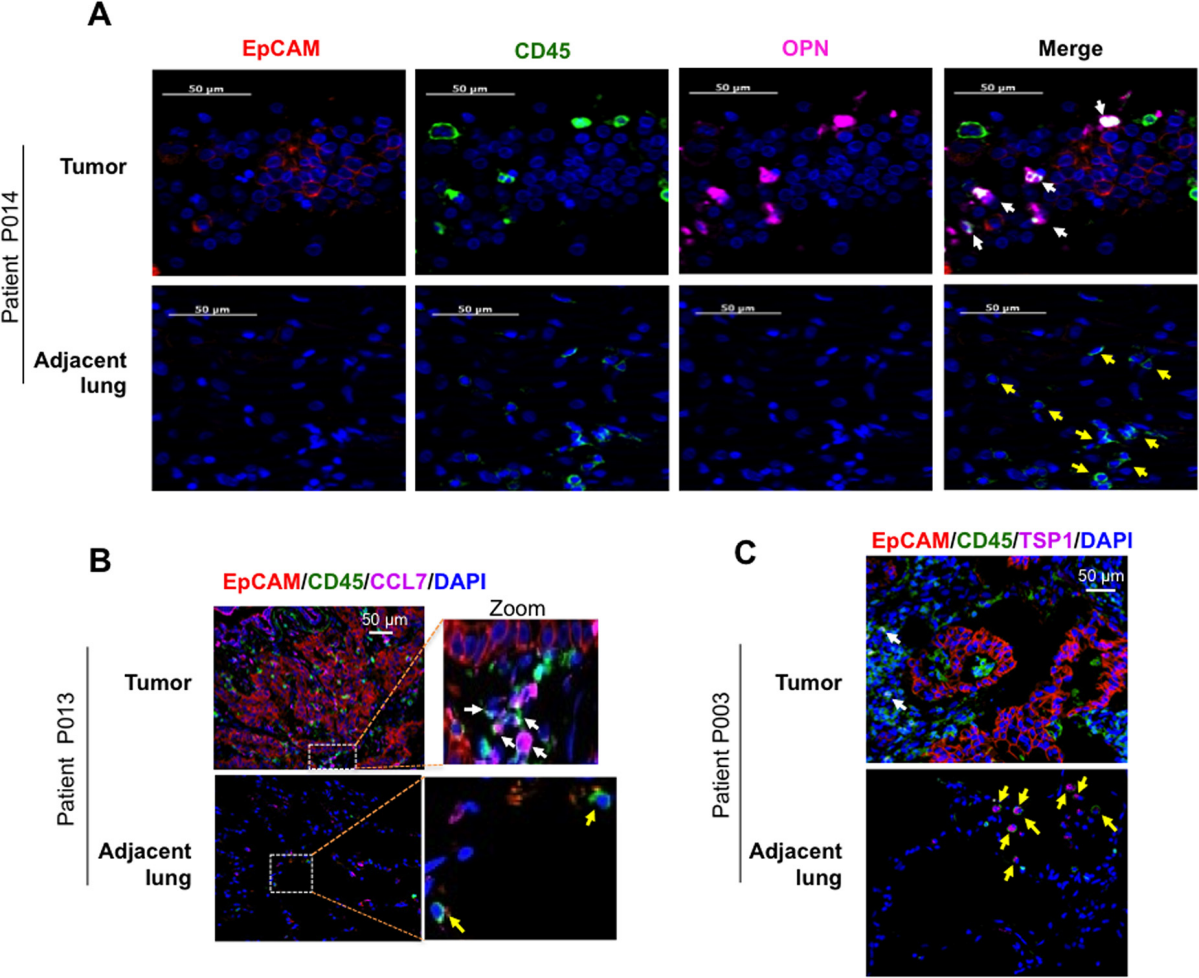
Differential regulation of stromal factors OPN, CCL7, and TSP1 in the intratumoral BM cells. (A) Representative immunofluorescent images showing OPN expression in CD45^+^ BM cells (Upper panel, white arrows) but not in EpCAM^+^ tumor epithelial cells (red). OPN-expressing BM cells were not detected in the matched adjacent non-neoplastic lung tissue (Lower panel, yellow arrows). (B) Representative immunofluorescent images showing CCL7 expression in CD45^+^ BM cells in tumor tissue (Upper panel, white arrows). CCL7 expressing BM cells were not detected in matched adjacent non-neoplastic lung tissue (Lower panel, yellow arrows). (C) Representative immunofluorescent images showing lack of TSP1 expression in CD45^+^ BM cells in tumor tissue (Upper panel, white arrows), and presence of Tsp-1 in BM cells in matched adjacent non-neoplastic lung tissue (Lower panel, yellow arrows).

### Functional analysis of differentially regulated stromal genes in conferring tumorigenic potential in lung cancer cells

We next posited that differentially regulated stromal-specific genes identified in this study by producing secreted factors might contribute to tumor progression in a paracrine fashion by producing secreted factors. To investigate this, we determined whether these gene products could directly affect key tumorigeneic properties such as proliferation, migration, or invasion of human lung NSCLC cells. Human lung cancer cells (H1650) were treated with varying concentrations of gene-specific recombinant proteins. Flow cytometry analysis showed that OPN treatment increased the percentage of cells in S phase, while CCL7 and TSP1 did not, suggesting that OPN stimulates tumor cell proliferation (Fig 7A). Next, we investigated the paracrine effect of these proteins on cell migration. In cell migration assays using live cell tracking, treatment with OPN, CCL7, and TSP1 (1μg/mL 24 hours) enhanced the mobility of H1650 cells, albeit with different degrees of migration observed (Fig 7B). In a similar way, we determined the potential of these proteins in influencing cell invasion, and observed that while OPN increased invasion, notably, TSP1 significantly inhibited tumor cell invasion through Matrigel-coated membranes (Fig 7C). These results suggest that the stromal-derived factors OPN, CCL7, and TSP1 identified from our RNA-seq analysis affect the malignant properties of human lung cancer cells by promoting either proliferation, migration, or invasion or a combination of these. Clearly, OPN was able to promote invasion, migration, and invasion of lung cancer cells, while CCL7 showed a marginal increase in cell migration and did not affect proliferation or invasion, suggesting that it may possess other protumorigenic properties such as being a chemoattractant in the tumor microenvironment. TSP1 showed robust suppression of cell invasion, as would be expected for an inhibitor of tumorigenesis, however paradoxically it also increased cell migration an observation which has been made in other studies [54, 55].

**Fig 7:**
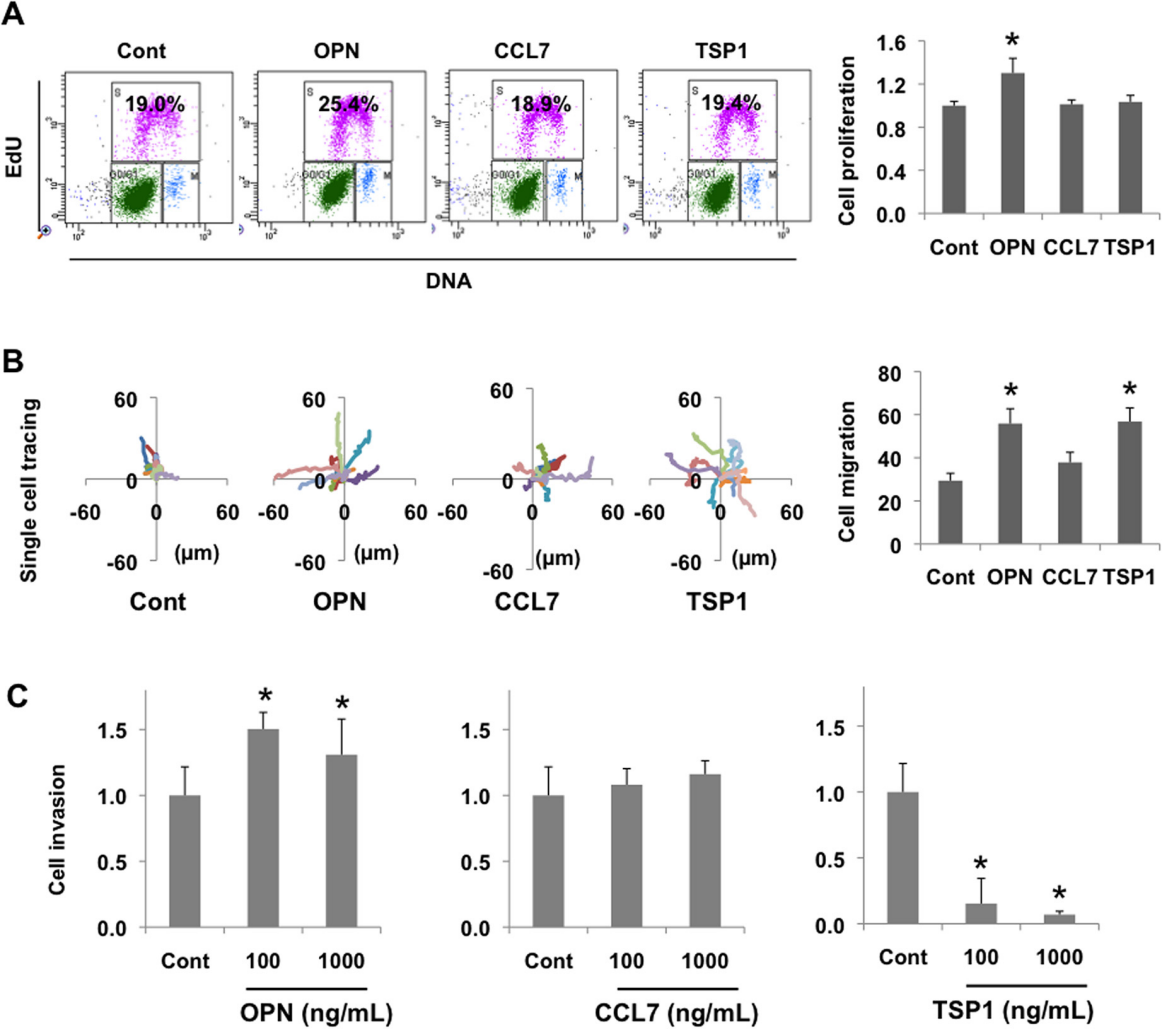
Stromal factors OPN, CCL7, and TSP1 affect key tumorigenic properties of human NSCLC cells. (A) Cell proliferation analysis of H1650 lung cancer cells treated with recombinant human proteins OPN, CCL7, and TSP1 at 100ng/mL. Left panel; the percentage of S phase cells in total cell population was analyzed by flow cytometry, as indicated by numbers. Representative plots are from two independent experiments. Right panel; bar graphs showing quantitation of cell proliferation ratio of factor treated cells as compared with control untreated cells. *p < 0.01. (B) Left panel; Graphs representing tracked movement of single H1650 lung cancer cells (n = 10) by live microscopy imaging following treatment with OPN, CCL7, and TSP1 recombinant proteins (1μg/mL). Each trace represents the migration of a single cell. Right panel; bar graphs showing quantitation of distances cells have moved. *p < 0.01. (C) Cell invasion analysis of H1650 cells in the presence of OPN, CCL7 and Tsp1 at indicated concentrations. Numbers indicate the relative invasion rate as compared with control untreated cells. Representative plots are from two independent experiments. *p < 0.01.

Taken together, these results suggest that intratumoral stromal cells may contribute to NSCLC growth by expressing elevated levels of the protumorigenic genes OPN and CCL7, and by suppressing the anti-tumorigenic gene TSP1.

## Discussion

Little is known about the contribution and pathophysiological role of stromal cells in NSCLC. Using immunostaining and flow cytometry analysis we have shown increased recruitment of BM-derived stromal cells in tumor tissue compared with adjacent non-neoplastic lung tissue in NSCLC patients. Importantly, we show that subsets of BM-derived stromal cells have a crucial role in NSCLC progression, since specific depletion of neutrophils significantly impaired tumor progression in mice. Indeed, studies show that elevated neutrophil counts correlate with poor clinical outcomes in NSCLC patients [56], suggesting that in NSCLC patients altered activation of recruited BM cells by the tumor epithelial cells may contribute to tumor progression. In this study, we have demonstrated that the analysis of specific individual intratumoral stromal compartments can lead to the identification of differentially regulated genes that may impact the design of novel targeted therapies in NSCLC.

We provide proof-of-concept that it is not only important to separate the stromal component of the tumor when identifying signaling pathways, but that it is critical to isolate specific cell populations from the tumor to fully understand the complex tumor-stromal crosstalk which has the potential to lead to novel prognostic biomarkers and therapeutic interventions. Analysis of the gene expression profiles of myeloid populations in tumor and adjacent tissues revealed approximately 80–100 differentially regulated genes. Among these candidates, expression of OPN was >1000-fold upregulated in intratumoral myeloid cells.

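By RNA sequencing the ratio of the mean OPN level in tumor to that in adjacent lung was 225.6 in IMMCs and 112.2 in neutrophils. The paper does not say which assay its value is from. Libraries of a group differed widely. In IMMCs those from tumor ranged from 1179 to 9043 RPM and those from adjacent lung from 4.07 to 46.1 RPM. In neutrophils they ranged from 117 to 1492 RPM in tumor and from 1.29 to 10.2 RPM in adjacent lung.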

OPN is a secreted phosphoglycoprotein that has been shown to contribute to tumor progression and metastasis [48]. Increased OPN expression has been observed in human breast, lung, prostate, colon, ovarian, and gastric cancers [49]. However, the biological significance of OPN expression in intratumoral myeloid cells has remained unclear. Our finding that in early stage NSCLC OPN is upregulated in intratumoral BM cells signifies the importance of evaluating its potential as a prognostic marker for identifying subsets of NSCLC patients with a high risk of recurrence.

The differentially regulated stromal genes identified in our study have the potential to contribute to NSCLC progression by conferring paracrine functions on tumor epithelial cells. In agreement with this notion, recombinant OPN promoted proliferation, migration, and invasion of lung cancer cells in a paracrine fashion, suggesting that OPN has tumor promoting activity in the microenvironment. Given that multiple and complex mechanisms are involved in the role of OPN in cancer, much remains to be unraveled about these mechanisms and the functional contributions of OPN produced by different cell types in order to pursue anti-OPN therapeutic strategies. For example, specific loss/gain-of-function of OPN in BM-derived myeloid cells in mice would provide insights into its role in stroma-mediated tumor progression. To accelerate clinical translation, further studies are necessary to determine a pharmacological targeting strategy for OPN. Recently developed anti-OPN1 neutralizing monoclonal antibodies, AOM1 [49] and hu1A12 [57], have effectively blocked OPN and impaired breast and lung tumors in mice. In light of our study it will be important to determine whether this anti-tumorigenic phenotype resulted mainly from stroma-specific suppression of OPN. Similarly, in future studies other stromal-specific genes identified in this study should be assessed for prognostic and therapeutic potential. For example, a potent and highly selective humanized antibody inhibitor of MMP14 activity, DX-2400, blocked tumor growth in mouse models of breast and liver carcinogenesis, without causing overt toxicity as has been observed with other MMP inhibitors [58, 59]. Similarly, a CCL7 neutralizing antibody has been shown to inhibit CCL7-induced invasion and migration of oral carcinoma cells [50], and anti-CCL2 and-CCR3 antibodies are also being evaluated [50, 60].

TSP1 is a potent anti-tumorigenic factor. Through interaction with its receptor CD36, which is expressed on endothelial cells, TSP1 inhibits angiogenesis by reducing endothelial cell migration and survival [61]. Therefore, tumors overexpressing TSP1 usually exhibit less angiogenesis, grow slower, and show defects in metastasis. TSP1 is expressed in various cell types including platelets, endothelial cells, stromal fibroblasts, smooth muscle cells, monocytes, and macrophages [62–66]. However, in our study we found that TSP1 expression was confined to myeloid cells in NSCLC. 

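For TSP1 the paper also rests on qRT-PCR and immunofluorescence, which were not analysed here. By RNA sequencing, TSP1 RNA was present in the 3 sorted populations. In neutrophils it was at 287 ± 25.8 RPM in tumor (SD, n = 2) and 162 ± 128 RPM in adjacent lung (n = 4), a log2 fold change of 1.23 (standard error 0.75, adjusted p = 0.262). In EpCAM+ epithelial cells it was at 532 ± 39.2 RPM in tumor (n = 2) and 206 ± 81.5 RPM in adjacent lung (n = 3). The log2 fold change of 1.45 (standard error 0.39) did not pass the threshold over all genes (adjusted p = 0.147). It passed over the candidates alone (0.0164), which the study had chosen on these samples. The change in IMMCs differed from that in epithelial cells by -3.63 on the log2 scale (standard error 1.00, adjusted p = 0.136, and 0.00829 with DESeq2). It differed from that in neutrophils by -3.41 (standard error 0.98, adjusted p = 0.102). Macrophage markers summed to 63.7 and 238 RPM in tumor and adjacent epithelial cells, against 4412 and 2651 RPM in IMMCs. Whether RNA of IMMCs gave part of the epithelial TSP1 was not tested. The tumor neutrophil libraries held pan-epithelial RNA at 53 and 30.1% of its level in tumor epithelial cells. Whether epithelial RNA gave part of their TSP1 was not tested.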

Importantly, TSP1 was downregulated in intratumoral myeloid cells suggesting that restoration of TSP1 levels in the intratumoral stromal cells constitutes a viable strategy to block NSCLC growth. Importantly, TSP1 is also being exploited in clinical trials; and a TSP1 mimetic peptide, ABT-510, which retains the tumor suppressive activity of TSP1 is being used for the treatment of solid tumors, and was found to inhibit tumor growth in the mouse Lewis lung carcinoma model [67].

GSEA revealed downregulated pathways pertaining to immune response and cellular defense response in intratumoral neutrophils, suggesting that the tumor cells affect the proliferation and differentiation of myeloid cells, orchestrating an immune suppressive microenvironment. 

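Most genes of 2 lists of immune genes had lower mean RNA levels in tumor neutrophils, but limma called only 1 of them lower. Of 36 innate immune receptors and signaling genes, listed before the data were examined, all had a lower mean of log2 values in tumor, with a median log2 fold change of -1.12, although limma called no single gene (0 lower when adjusted over the list alone, 15 lower at an unadjusted p under 0.05, 19 with DESeq2 and 0 with edgeR). Of 25 cellular defense genes 23 were lower in the mean of log2 values and 1 was called lower by limma (3 when adjusted over the list alone, 9 at an unadjusted p under 0.05, 17 with DESeq2 and 0 with edgeR): PRF1, the cytolytic protein perforin, fell from 16.8 ± 9.61 RPM in adjacent lung (SD, n = 4) to 1.53 ± 1.73 RPM in tumor (n = 2), with a log2 fold change of -2.83 (standard error 0.66, adjusted p = 0.0427). PRF1 is also on the list of T and NK cell markers, of which 13 of 17 had a lower mean in the same libraries (1 called; camera adjusted p = 2.51e-05, and 0.459 with an estimated correlation), as had all 13 macrophage markers (2 called). The 16 neutrophil markers were lower too, with a median log2 fold change of -1.27 and 12 lower when adjusted over the list alone (none over all genes by limma, 15 with DESeq2). Camera gave adjusted p of 2.34e-19 for the innate immune list, 1.08e-12 for the defense list and 5.89e-14 for the neutrophil markers, and 0.459 for each with an estimated correlation. The defense list was written by hand, holds CLEC5A, which the study selected on these samples, and is not the MSigDB set. The tumor neutrophil libraries held pan-epithelial RNA at 53 and 30.1% of its level in tumor epithelial cells.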

Further validation and functional analysis of GSEA-identified candidate genes in the NSCLC microenvironment will constitute an area of future investigation.

This study suggests that molecular alterations within the reprogrammed tumor stroma offer novel avenues for therapeutic interventions. Compared to cancer cells, which frequently acquire drug resistance, stromal cells are genetically more stable and therefore less likely to evolve acquired resistance to targeted therapy. It is likely that targeted stromal therapeutics for NSCLC patients may complement conventional treatments that exclusively target cancer cells. In addition to the identification of stromal-specific genes with prognostic and therapeutic potential, our approach of analyzing intratumoral stromal cells will help to define the basic biological mechanisms of the disease, and will open a new field of research for mechanistic and translational studies of lung cancer.

## Supporting Information

S1 Fig Increased number of bone marrow hematopoietic cells infiltrate the adenocarcinoma of NSCLC patients.

S2 Fig Validation of sorted IMMCs and neutrophils.

S3 Fig Flow cytometry analysis of peripheral blood in mice treated with anti-IgG and anti-Ly6G antibodies.

S4 Fig Quality control analysis of RNA harvested from flow cytometry sorted cells from fresh clinical tissue and RNA-seq libraries.

S5 Fig RNA-seq data analysis pipeline.

S6 Fig RNA-deep sequencing analysis unravels differentially regulated genes in specific intratumoral stromal compartments.

S7 Fig OPN, CCL7, and TSP1 are differentially regulated in the intratumoral BM cells.

S1 Table Description of lung cancer patients used in this study.

S2 Table Differentially regulated genes for each cell type.

How the deposited data were processed for this re-analysis (not part of the article)

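RNA sequencing of 17 libraries was analysed, of cells sorted from lung adenocarcinomas and adjacent non-neoplastic lung. They were IMMCs (CD11b+CD33+ cells, 3 libraries from tumor and 3 from adjacent lung), neutrophils (CD11b+CD33- cells, 2 and 4) and epithelial cells (EpCAM+CD11b- cells, 2 and 3). The bulk tissue samples, the isoforms and the experiments in mice and cell lines were not analysed here. As deposited by the authors, the values are RPM, reads scaled to the library total, made from uniquely mapped reads counted for each gene of the AceView gene model. The submitters' notes name CASAVA 1.8.2, FastQC, TopHat, Cufflinks and HTSeq and give a mouse genome build, mm9, for these human samples; the human build the reads were mapped to is not given in the sources used here. There was 1 table for each population, with 1 column for each library and no pooling of libraries: 14971 genes for IMMCs, 16430 for neutrophils and 18482 for epithelial cells. The tables of IMMCs and neutrophils hold no gene with fewer than 52 and 51 reads summed over the libraries, whereas 71 genes of the epithelial table are 0 in all libraries. The tables were made separately, each library on its own total.

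Every value was a whole multiple of the smallest value of its library (100% of values above 0, with a tolerance of 0.01), so that reads could be recovered by division. Library totals from this step were 34051699 to 42722153 reads for IMMCs, 35769735 to 50989305 for neutrophils and 29146932 to 58324672 for epithelial cells. The genes in the tables held 56.2 to 68.2% of the totals, and 1 read was 0.0171 to 0.0343 RPM. PCR reads without molecular identifiers are not independent molecules, so these depths give counting error only. Gene names were read as deposited, and 118, 138 and 171 names stood on several lines; such lines were tested one by one and left out of the overlaps between populations. The lists of genes below were matched through current and former symbols. Gene positions are those of GENCODE 29 on GRCh38 and serve only to place the genes.

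Which tests would be used for counts and for normalized values was set before the data were examined. Because the values are RPM, tumor and adjacent libraries were compared within each population with limma 3.58.1 (lmFit and eBayes with trend, R 4.3.3) on log2(RPM + 1), over genes with a mean of at least 1 RPM over the libraries of the population. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 2, the thresholds the paper states. Adjusted p in the text are from limma unless another tool is named. The candidates SPP1 (OPN), CCL7, CLEC5A, GPNMB, THBS1 (TSP1) and FLT1 were also adjusted over the candidates alone; they were chosen by the study on these samples, so that this adjustment is not independent evidence. Levels are means of RPM with the SD, and ratios are ratios of means. As alternatives, DESeq2 1.42.0 and edgeR 4.0.16 were run on the recovered reads over genes with at least 50 reads. A limma fit over all 17 libraries and 6 groups, on 12515 of the 13176 genes the tables share, had been planned as an alternative for the change within each population. The test in this fit of whether the change in tumor differs between populations had been planned for counts only, and was added for RPM after the reads were seen to be recoverable.

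Genes named in the text were fixed by a rule before the data were examined: every gene the paper's text names for an RNA or sort measurement; in each population and direction the 10 genes with the largest absolute log2 fold change among called genes whose tumor libraries all lay on one side of the adjacent ones, with at least 5 RPM in the higher group; and in each list up to 4 members with the smallest p and any member of a count of 5 or fewer. Not every gene that the rule selects is named. Some list members named in the text were called and lie outside the first 4 by p; they were chosen after their values were seen, as was the naming of shared genes between populations. Genes that could show a donor's sex or genotype were left out. The 29 lists, 17 of cell type markers and 12 of functions, were written before the data were examined, some with genes that the study had selected on these samples (chemokines, matrix proteases, angiogenesis, lipid handling and cellular defense). The cell types were neutrophils, monocytes, macrophages, dendritic cells, mast cells and basophils, eosinophils, T and NK cells, B and plasma cells, pan-epithelial, alveolar type 2, alveolar type 1, ciliated and airway secretory cells, fibroblasts, endothelial cells, platelets and erythrocytes. The functions were chemokines and cytokines, matrix proteases and inhibitors, angiogenesis, lipid-handling macrophage genes, interferon response, MHC class II presentation, cell cycle, hypoxia and glycolysis, immediate early and stress genes, cellular defense, innate immune receptors and signaling, and carcinoma-associated epithelial genes. Each list with at least 3 tested genes was tested with limma's camera at a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry. Correlations between libraries are Spearman's rho across all genes of a table.

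The fits held no replicate block. No pair of libraries of a population held the same values. Alternatives were DESeq2, edgeR with TMM or RLE factors, limma-voom, RPM divided by TMM factors, no filter, filterByExpr, a mean of at least 50 reads or 5 RPM, a pseudocount of 0.1 or 5, the replicate number as a block, 1 fit over the 17 libraries, no minimum of the fold change, unadjusted p, and each library left out in turn. The patient as a block was not run, since the columns do not name patients. The methods were tested on simulated data with 200 genes changed at the real means, totals and spread. With limma, 6.56% of genes changed 2-fold, 60.7% of those changed 4-fold and 79% of those changed 8-fold were called in IMMCs. The shares were 0, 1.56 and 22.2% in neutrophils and 0, 24.2 and 60.9% in epithelial cells. Unchanged genes made up 4 of 94 calls in IMMCs, 3 of 18 in neutrophils and 7 of 62 in epithelial cells.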

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

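The tests of explanations below, the choice of the 4 gene lists and the test of differences between populations were chosen after the results were seen. The count of other splits of the IMMC libraries and the search for single libraries far from the others were set before.

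Tumor neutrophils: of 958 genes called higher, 96.87% had a log2 fold change over 1 after division by TMM factors. This does not decide on scaling, since the genes had been called for large fold changes. The factors moved the median log2 fold change of all genes only from 0.65 to 0.01. With them limma called 479 genes higher and 140 lower, against 958 and 30 without them. The macrophage markers had a median log2 fold change of -1.876 (13 of 13 lower, 2 called), where the pan-epithelial markers had 4.10. These medians argue against a lower share of neutrophils that raises RNA of every other cell type alike. They do not bear on a lower share of neutrophils with mainly epithelial RNA raised. The 16 neutrophil markers were all lower in the mean of log2 values, with a median log2 fold change of -1.27. RNA of epithelial cells in the tumor libraries may explain part of the pattern: 85.81% of the called genes in the epithelial table (798 of 930) had a higher mean in tumor epithelial than in tumor neutrophil libraries, against 69.8% of the other genes tested. The tumor libraries held pan-epithelial RNA at 53 and 30.1% of its level in tumor epithelial cells and the adjacent ones at 1.07, 1.32, 12.2 and 1.37%, with ELF3, MUC1 and KRT7, the most abundant of these markers in tumor neutrophils, at means of 437, 262 and 214 RPM there and 1059, 762 and 261 RPM in tumor epithelial cells. Other values do not go with it: 132 called genes were lower in tumor epithelial cells, among them OPN (30.97 RPM, against 117.1 and 1492 RPM in tumor neutrophils). Alveolar type 2 markers, at 25630 RPM in tumor epithelial cells, were at 16241 RPM in tumor neutrophil replicate 1 and at 552 RPM in replicate 2. OPN was at 4814 RPM in tumor IMMCs. Macrophage markers summed to 4412 RPM there and to 319 and 650 RPM in the tumor neutrophil libraries. Whether RNA of IMMCs gave part of the OPN in tumor neutrophils was not tested. The gate on EpCAM and CD11b would remove epithelial cells, yet the tumor neutrophil libraries held the pan-epithelial RNA given above. CLDN4 and MUC1 are on the lists of both pan-epithelial and carcinoma-associated genes, and a change in the neutrophils themselves stays open, untested.

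In tumor IMMCs all 16 neutrophil markers had a lower mean of log2 values (6 called; median log2 fold change -1.69; camera adjusted p = 0.219 with an estimated correlation), and without adjacent replicate 3 the median was -1.219, which argues against that adjacent library as the whole cause. RNA of neutrophils in the adjacent IMMC libraries could account for the fall if each marker's fall were about the same share of its level in adjacent neutrophils. These shares had quartiles of 3.36 and 20.8% (median 5.29%), a ratio of 6.199 that lies between the bounds set for the test, which thus does not decide. Sorted by value, they were 1.55 to 5.77% for KCNJ15, CXCR2, PROK2, CXCR1, FCGR3B, TNFRSF10C, MMP25, ALPL and CMTM2. For CSF3R, VNN2, FPR1, S100A8, FPR2, S100A9 and S100A12 they were 9.94 to 34.3%. A single share does not give both ranges, which argues against such RNA as the whole cause for all 16 markers together. The 2 ranges were formed by sorting the shares. Such RNA as the whole cause for the markers of the first range alone stays open. Such RNA as a part of the cause and a change in the IMMCs themselves, which was not tested, cannot be told apart. The most abundant of these markers in adjacent IMMCs fell in tumor from 1667 to 406 RPM (S100A9), 705 to 295 RPM (CSF3R) and 685 to 191 RPM (S100A8), against 3921, 4122 and 1928 RPM in adjacent neutrophils. The gate on CD33 would remove neutrophils.

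In tumor IMMCs 6 of 6 airway secretory and 7 of 10 alveolar type 2 markers had a lower mean of log2 values (3 and 1 called; camera adjusted p = 0.219 and 0.620 with an estimated correlation), with sums of alveolar type 2 markers of 193 to 1037 RPM in tumor and 237 to 1879 RPM in adjacent lung, while the pan-epithelial markers had a median log2 fold change of 1.234 (11 of 11 higher), which argues against a like loss of every epithelial RNA. RNA of lung epithelium carried into the sorted cells may still explain these values, and cannot be told apart from other explanations: across the 16 airway secretory and alveolar type 2 markers, the log2 fold changes in IMMCs and in epithelial cells had a Spearman rho of 0.3441 (permutation p = 0.191) and a Pearson r of 0.464 (p = 0.0700), and the 16 genes are too few to decide. The most abundant markers in adjacent IMMCs were SFTPA2, SFTPC and SFTPB, at 231, 173 and 155 RPM, with 133, 0.823 and 155 RPM in tumor IMMCs and 44850, 34520 and 21801 RPM in adjacent epithelial cells. The gate on EpCAM and CD11b would remove epithelial cells only as far as it held, and a change in the IMMCs themselves was not tested.

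The counts in IMMCs, 523 genes higher and 183 lower with limma, were larger than in any other split of the 6 libraries, where the highest were 3 and 3. The real split was the only 1 of 10 with as many, and 10 splits are too few for a share under 0.05.

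In 63 groups of values of the 4 adjacent neutrophil libraries (35 genes and 28 sums over lists), 1 library lay far from the others in 19 (11 genes and 8 lists). For normally distributed values chance gives about 1 in 20, or 3.15. RPM need not be normally distributed, and the groups are not independent, since genes such as EPCAM and SFTPC also belong to the lists. The 19 thus cannot be weighed against 3.15. Of the 19, 15 were in adjacent replicate 3. In that library EPCAM was at 21.73 RPM, CCL2 at 27.18, TNC at 18.06, SDC1 at 27.04, CEACAM6 at 50.26, PLEKHG4B at 1.02, DSP at 10.06, EGFR at 35.58, ENAH at 12.43 and SFTPC at 5026 RPM. Its sums were 571.7 RPM for pan-epithelial, 19050 for alveolar type 2, 119.8 for alveolar type 1, 977.8 for airway secretory and 142.9 RPM for fibroblast markers. In adjacent replicate 2, FLT1 was at 2.476 RPM, and the sums were 7225 RPM for interferon response and 32.14 RPM for cell cycle genes. In adjacent replicate 1 the matrix proteases and inhibitors summed to 7294 RPM.

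For 4 named genes the change in tumor differed between populations (limma over 17 libraries; not repeated under other settings). COL18A1 changed less in IMMCs than in epithelial cells, by -3.661 on the log2 scale (adjusted p = 0.0369): it was at 7.06 and 8.09 RPM in tumor and adjacent IMMCs and at 106 and 8.52 RPM in epithelial cells, with tumor above adjacent in every library. ITGA6 differed by 5.857 (adjusted p = 0.00571), with 53.5 and 3.17 RPM in tumor and adjacent IMMCs. MX2, an interferon response gene, differed by -4.018 between IMMCs and epithelial cells (adjusted p = 0.0161) and by -3.971 between neutrophils and epithelial cells (adjusted p = 0.0288): it was at 65.2 and 6.19 RPM in tumor and adjacent epithelial cells, 104 and 170 RPM in IMMCs and 284 and 467 RPM in neutrophils. VNN2 differed by -3.191 between IMMCs and epithelial cells (adjusted p = 0.0498), with 14.0 and 103 RPM in tumor and adjacent IMMCs and 1.77 and 0.953 RPM in epithelial cells.

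The paper's text does not describe the 4 lists given next; its supplementary tables were not used here. In tumor IMMCs the lipid-handling macrophage genes had a median log2 fold change of 1.638 and the cell cycle genes of 1.814, against 0.27 for all genes. In tumor neutrophils the pan-epithelial markers had a median of 4.101, against 0.65 for all genes. In tumor epithelial cells the interferon response genes had a median of 1.49, against 0.29 for all genes: 19 of 20 had a higher mean of log2 values, 1 was called over all genes (MX2) and 9 when adjusted over the list alone (camera adjusted p = 6.57e-05, and 0.597 with an estimated correlation), and they summed to 804 ± 235 RPM in tumor (SD, n = 2) and 299.7 ± 143 RPM in adjacent lung (n = 3).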

How the results depend on the processing

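DESeq2, edgeR with RLE factors, limma-voom, the filters, the pseudocounts, the blocks, the fit over 17 libraries and the omission of single libraries were chosen before the data were examined. edgeR with TMM factors (set before only as the test for counts), RPM divided by TMM factors, the omission of both neutrophil libraries with most alveolar and epithelial RNA, and the test of differences between populations were chosen after the data were seen. The patient as a block was not run, since the columns do not name patients. Across the settings, single genes kept their direction and their side of the threshold in 2511 comparisons, lost the threshold in 915, reached it in 22 and turned direction in 40. Where values below changed, the cause was not tested, unless the alternative's construction names it.

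The counts of genes higher and lower in tumor were 523 and 183 in IMMCs, 958 and 30 in neutrophils and 6 and 2 in epithelial cells with limma on log2(RPM + 1). With DESeq2 they were 508 and 590 in IMMCs, 1110 and 1310 in neutrophils and 378 and 441 in epithelial cells. edgeR gave 144 and 209 in IMMCs, 20 and 0 in neutrophils and 0 and 0 in epithelial cells with RLE factors and 152 and 204 in IMMCs, 13 and 0 in neutrophils and 0 and 0 in epithelial cells with TMM factors. At an unadjusted p under 0.05, edgeR (RLE) gave 2171 and 1809 in neutrophils and 860 and 729 in epithelial cells, and edgeR (TMM) 2171 and 1791, and 944 and 663. limma-voom gave 137 and 241 in IMMCs, 133 and 19 in neutrophils and 0 and 0 in epithelial cells (629 and 596 in epithelial cells at an unadjusted p under 0.05). After division of RPM by TMM factors the counts were 252 and 301 in IMMCs, 479 and 140 in neutrophils and 4 and 3 in epithelial cells; this moves the median log2 fold change of all genes from 0.27, 0.65 and 0.29 to 0.05, 0.01 and 0.07, which lowers the share of genes that are higher. Of the genes called higher with DESeq2, 388 of 508 in IMMCs, 766 of 1110 in neutrophils and 6 of 378 in epithelial cells were also called with limma. Of those called lower with DESeq2, 179 of 590, 29 of 1310 and 2 of 441 were. Of the 86 calls in IMMCs among the genes named by the rule, edgeR (RLE) lost 36, edgeR (TMM) 35, limma-voom 41 and TMM factors 20. DESeq2 lost 4 of 85 and 1 fit over the 17 libraries 43 of 78. Of such calls in neutrophils, edgeR (RLE) lost 50 of 56, edgeR (TMM) 51 of 56, limma-voom 39 of 56 and TMM factors 17 of 55. DESeq2 lost 3 of 49 there and the fit over the 17 libraries 0 of 55. Of those in epithelial cells, both edgeR settings and limma-voom each lost 8 of 8. There TMM factors lost 3 of 8, DESeq2 0 of 8 and the fit over the 17 libraries 1 of 7. No sign changed.

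Without a filter the counts were 490 and 177 in IMMCs, 1016 and 29 in neutrophils and 2 and 0 in epithelial cells, and with a mean of at least 5 RPM 463 and 173 in IMMCs, 211 and 7 in neutrophils and 7 and 3 in epithelial cells; the number of genes tested differs between these. A pseudocount of 0.1 gave 443 and 157 in IMMCs, 175 and 6 in neutrophils and 0 and 0 in epithelial cells (1302 and 457 in epithelial cells at an unadjusted p under 0.05), and a pseudocount of 5 gave 329 and 130 in IMMCs, 1062 and 29 in neutrophils and 48 and 15 in epithelial cells. filterByExpr, a mean of at least 50 reads and no minimum of the fold change left the counts within 1.5 times, from 505 to 657 higher genes in IMMCs, 910 to 1123 in neutrophils and 6 to 8 in epithelial cells. The replicate number as a block gave 569 and 212 in IMMCs, 3104 and 107 in neutrophils and 276 and 241 in epithelial cells; no source used here says that a number marks a donor. Deviations from the group means of same-numbered tumor and adjacent IMMC libraries correlated with r of -0.0182, 0.255 and 0.134, against -0.274 to 0.182 for other pairs: tumor replicates 2 and 3 correlated best with their own number and replicate 1 with adjacent replicate 3, so that a pairing in IMMCs was not shown. In neutrophils and epithelial cells the deviations of the 2 tumor libraries mirror each other, and the correlations cannot show whether the numbers pair. 1 fit over the 17 libraries gave 111 and 44 in IMMCs, 3540 and 255 in neutrophils and 179 and 35 in epithelial cells. At an unadjusted p under 0.05 there were 1219 and 375 in IMMCs, 3901 and 413 in neutrophils and 1372 and 448 in epithelial cells.

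Leaving out 1 library moved the counts in each population. In IMMCs the genes higher and lower were 123 and 64 without tumor replicate 1, 267 and 109 without tumor replicate 2, 167 and 83 without tumor replicate 3, 447 and 119 without adjacent replicate 1, 159 and 77 without adjacent replicate 2 and 295 and 120 without adjacent replicate 3. In neutrophils they ranged from 0 without adjacent replicate 1 or 4 (2769 and 3176 higher and 330 and 273 lower at an unadjusted p under 0.05) to 3654 without adjacent replicate 3, and the genes lower from 0 to 264; they were 19 and 2 without adjacent replicate 2, 101 and 1 without tumor replicate 1, and 1358 and 177 without tumor replicate 2. Without tumor replicate 1 and adjacent replicate 3 together they were 2224 and 53. In epithelial cells they ranged from 0 without tumor replicate 2 or adjacent replicate 1 or 2 (989, 1351 and 1242 higher and 314, 392 and 434 lower at an unadjusted p under 0.05) to 77 without tumor replicate 1, and the genes lower from 0 to 97, with 2 and 0 without adjacent replicate 3. Where a single tumor library remained, it was assumed to vary like the adjacent ones.

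OPN, GPNMB and MMP14 in IMMCs were called under every alternative and without each library. The call of TSP1 in IMMCs (log2 fold change -2.18, adjusted p = 0.0471) was lost, with its direction kept, at -2.56 (adjusted p = 0.0765) with edgeR (RLE), -2.45 (adjusted p = 0.0619) with limma-voom, -2.53 (adjusted p = 0.0754) with edgeR (TMM), -2.42 (adjusted p = 0.0575) with division by TMM factors, -2.18 (adjusted p = 0.0551) with a pseudocount of 0.1 and -2.18 (adjusted p = 0.118) with 1 fit over the 17 libraries. Without single libraries it ranged from -2.81 to -1.79, with the call lost without tumor replicate 1 (adjusted p = 0.131), tumor replicate 2 (0.123), adjacent replicate 2 (0.135) or adjacent replicate 3 (0.115). CLEC5A in IMMCs lost its call in the fit over the 17 libraries (2.43, adjusted p = 0.0910). CCL7 in IMMCs passed the threshold over all genes with DESeq2 only (4.28, adjusted p = 0.00122). OPN in neutrophils lost its call at 6.18 (adjusted p = 0.0681) with edgeR (RLE), 5.45 (adjusted p = 0.0532) with limma-voom and 6.21 (adjusted p = 0.0694) with edgeR (TMM), and ranged from 4.08 to 7.74 without single libraries, with the call lost without adjacent replicate 1 (5.38, adjusted p = 0.0862), 2 (6.06, 0.0736) or 4 (6.14, 0.0961). With the replicate number as a block, TSP1 in neutrophils (2.07, adjusted p = 0.0415) and OPN in epithelial cells (3.59, adjusted p = 0.0228) passed the threshold.

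Genes with small changes turned direction. FLT1 in IMMCs turned to -0.13 with DESeq2, -0.13 with edgeR (RLE), -0.15 with limma-voom, -0.11 with edgeR (TMM) and -0.13 with division by TMM factors, and in neutrophils to -0.15 with DESeq2, -0.15 with edgeR (RLE), -0.16 with limma-voom, -0.14 with edgeR (TMM) and -0.14 with division by TMM factors; without single libraries it ranged from -0.37 to 0.56 in IMMCs. CLEC5A in neutrophils turned to 0.077 with a pseudocount of 5, 0.57 with the replicate block and 1.58 without tumor replicate 1 and adjacent replicate 3 together, and ranged from -1.45 to 1.40 without single libraries. GPNMB turned to 0.68 and 1.18 in neutrophils in the last 2 settings, with a range of -0.999 to 0.90, and in epithelial cells to 0.099 with the block, with a range of -0.81 to 0.72. CD36 in neutrophils turned to 0.89 with the block and 0.92 without both libraries (range -0.83 to 0.51), and CCR3 ranged from -1.18 to 0.30. ITGAM in epithelial cells turned to -0.34 with limma-voom, -0.15 with TMM factors and -0.089 with a pseudocount of 0.1 (range -1.03 to 1.11), and PTPRC to 0.26 with the block (range -0.74 to 0.61).

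Of the differences in log2 fold change between populations, that of CLEC5A between IMMCs and epithelial cells turned from 0.71 to -2.17 with DESeq2, -2.08 with edgeR (RLE), -2.09 with edgeR (TMM) and -1.24 with a pseudocount of 0.1, and ranged from -0.55 to 1.98 without single libraries. That of CLEC5A between IMMCs and neutrophils ranged from 1.03 to 3.88 and passed the threshold without tumor neutrophil replicate 2 (3.88, adjusted p = 0.0415 with limma). For GPNMB the difference between neutrophils and epithelial cells turned to 0.21 with the block and 0.00667 with a pseudocount of 0.1 (range -0.96 to 0.95), and that between IMMCs and neutrophils was 3.08 with DESeq2 (adjusted p = 0.0154) and 3.73 without tumor neutrophil replicate 2 (adjusted p = 0.0348; range 1.83 to 3.73). For TSP1 the difference between IMMCs and epithelial cells was -3.63 with DESeq2 (adjusted p = 0.00829), that between neutrophils and epithelial cells ranged from -0.84 to 0.27, and that between IMMCs and neutrophils from -4.04 to -2.79, past the threshold without adjacent neutrophil replicate 3 (-3.90, adjusted p = 0.0116). For FLT1 the difference between IMMCs and neutrophils turned to 0.11 with DESeq2, 0.11 with edgeR (RLE), 0.037 with edgeR (TMM) and 0.089 with TMM factors (range -0.90 to 0.11). The genes lower in both IMMCs and neutrophils were 228 with DESeq2 (8 with limma). Shared with epithelial cells were 39 higher and 26 lower genes of IMMCs and 126 higher and 52 lower genes of neutrophils with DESeq2 (1 or 0 with limma). Over called genes only, the correlation of libraries within tissues exceeded that between them by 0.254 in IMMCs, 0.157 in neutrophils and 1.33 in epithelial cells, since these genes were chosen for their difference.

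At the preset correlation camera called 5 lists higher and 7 lower in IMMCs, 4 and 9 in neutrophils and 2 and 9 in epithelial cells. With an estimated correlation it called 0 in every population and direction (1 and 3, 0 and 2, and 0 and 2 at an unadjusted p under 0.05). fry called 4 lists higher and 2 lower in IMMCs, 2 and 0 in neutrophils and 0 and 0 in epithelial cells (6 and 5, 4 and 2, and 3 and 3 at an unadjusted p under 0.05). The lists called higher in IMMCs were 8 with the block, 3 without adjacent replicate 1 and 9 without tumor replicate 2, and those in epithelial cells were 4 after division by TMM factors, 1 without tumor replicate 1 and 6 without tumor replicate 2. In the lists named next the direction turned; the adjusted p is given, and none of those with fry, the block or TMM factors passed the threshold. With fry these were in IMMCs mast cell and basophil markers (0.994), fibroblast markers (0.850) and endothelial markers (0.881), in neutrophils alveolar type 1 markers (0.961), fibroblast markers (0.961), matrix proteases and inhibitors (0.532), angiogenesis factors and receptors (0.552), lipid-handling macrophage genes (0.920), hypoxia and glycolysis (0.484) and immediate early and stress genes (0.759) and in epithelial cells T and NK cell markers (0.968) and fibroblast markers (0.864). With the replicate block they were in neutrophils angiogenesis factors and receptors (0.699) and lipid-handling macrophage genes (0.699), and in epithelial cells pan-epithelial markers (0.972), fibroblast markers (0.524) and cellular defense genes (0.848). After division by TMM factors they were in neutrophils angiogenesis factors and receptors (0.876), and in epithelial cells pan-epithelial markers (0.982) and fibroblast markers (0.745). Where omission of a library turned a list's direction, the adjusted p over the omissions ranged as follows, with the replicates whose omission turned it: in IMMCs for chemokines and cytokines 0.0280 to 0.887 (tumor 1 and 3, adjacent 1 and 2), interferon response 0.00579 to 0.942 (tumor 1) and immediate early and stress genes 0.181 to 0.815 (tumor 2, adjacent 3); in neutrophils for dendritic cell markers 0.0561 to 0.913 (tumor 1), fibroblast markers 0.173 to 0.859 (tumor 1), matrix proteases and inhibitors 0.0343 to 0.584 (tumor 1), angiogenesis factors and receptors 0.326 to 0.921 (adjacent 1, 3 and 4), lipid-handling macrophage genes 0.0972 to 0.920 (tumor 1) and hypoxia and glycolysis 0.191 to 0.876 (tumor 1); and in epithelial cells for pan-epithelial markers 0.378 to 0.945 (adjacent 1), fibroblast markers 0.198 to 0.940 (tumor 2, adjacent 1 and 3), chemokines and cytokines 5.8e-07 to 0.803 (tumor 2), angiogenesis factors and receptors 0.200 to 0.995 (tumor 1), hypoxia and glycolysis 0.0347 to 0.779 (tumor 1), cellular defense genes 0.00401 to 0.945 (tumor 2) and carcinoma-associated epithelial genes 0.000520 to 0.728 (tumor 1).

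At these depths 1 read was 0.0171 to 0.0343 RPM, far under the minimum of 1 RPM for the test. On simulated data limma called 60.7% of genes changed 4-fold in IMMCs, 1.56% in neutrophils and 24.2% in epithelial cells. For a 4-fold difference between populations it called 4.5% between IMMCs and epithelial cells, 12.1% between neutrophils and epithelial cells and 10.9% between IMMCs and neutrophils. Unchanged genes made up 4 of 94 calls in IMMCs, 3 of 18 in neutrophils and 7 of 62 in epithelial cells. For the differences, in the order above, they made up 5 of 40, 7 of 48 and 8 of 67 calls. The simulation changed 200 genes in each population, while limma called 988 in the neutrophil data. The share recovered depends on how many genes change, so that these shares need not hold for the data.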

Differences from the paper's values

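The paper gives counts of genes at an FDR under 5%, a fold change over 2 and at least 50 reads, and used DESeq; the counts here are from limma at the same FDR and fold change over genes with a mean of at least 1 RPM. The paper shows about 520 genes lower in tumor IMMCs (Fig. 3C, read by eye), against 183 here; of the alternatives set before the data were examined, DESeq2 (590) and an unadjusted p (375) came within 1.5 times of the paper's count, and all others did not (44 to 241). It shows about 160 genes lower in tumor neutrophils (Fig. 3C, read by eye), against 30 here; the replicate number as a block (107) and the omission of tumor replicate 2 (177) came within that range, as did RPM divided by TMM factors (140), which was chosen after the values were seen and keeps the call of OPN, and all others set before did not (0 to 33, 255, 264, 413, and 1310 with DESeq2). It shows about 520 genes higher in tumor epithelial cells (Fig. 3C, read by eye), against 6 here; DESeq2 (378) came within it, and all others set before did not (0 to 276, and 1372 at an unadjusted p). It shows about 450 genes lower in tumor epithelial cells (Fig. 3C, read by eye), against 2 here; DESeq2 (441) and an unadjusted p (448) came within it, and all others set before did not (0 to 241).

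For genes called in both of 2 populations, the alternatives were DESeq2 and no minimum of the fold change. Lower in both IMMCs and neutrophils were about 40 in the paper (Fig. 3C, read by eye) and 8 here, and neither alternative came within 1.5 times (228 with DESeq2 and 10 with no minimum). Higher in both IMMCs and epithelial cells were about 64 in the paper (Fig. 3C, read by eye) and 1 here, and neither came within it (39 and 1). Lower in both were about 36 in the paper (Fig. 3C, read by eye) and 0 here with limma; DESeq2 (26) came within it and no minimum (0) did not. Higher in both neutrophils and epithelial cells were about 230 in the paper (Fig. 3C, read by eye) and 1 here, and neither came within it (126 and 1). Lower in both were about 50 in the paper (Fig. 3C, read by eye) and 0 here with limma; DESeq2 (52) came within it and no minimum (0) did not.

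The paper states an increase of OPN in tumor myeloid cells of more than 1000-fold, without naming the assay. It also measured OPN by qRT-PCR on pooled RNA, which was not analysed here. The ratio of mean RPM here was 225.6 in IMMCs and 112.2 in neutrophils. No alternative set before the data were examined came within 1.5 times of the paper's value: fitted ratios were 134 to 409.9 in IMMCs and 16.9 to 214 in neutrophils. The mean levels of OPN in tumor, and those of TSP1, match the bars of Fig. 4A.

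For OPN, CCL7 and TSP1 the paper also rests on qRT-PCR and immunofluorescence, which were not analysed here. The values given next are from RNA sequencing alone. The paper states that TSP1 was lower in tumor stromal cells and that its expression was confined to myeloid cells. Here it was lower in tumor IMMCs (1061 and 5055 RPM in tumor and adjacent lung). In neutrophils its mean was higher in tumor (287 and 162 RPM, adjusted p = 0.262), and epithelial cells held 532 and 206 RPM. Whether RNA of IMMCs gave part of the epithelial TSP1 was not tested. The tumor neutrophil libraries held pan-epithelial RNA at 53 and 30.1% of its level in tumor epithelial cells. Whether epithelial RNA gave part of their TSP1 was not tested. The paper states that CCL7 rose in tumor myeloid cells. Here each tumor library of IMMCs lay above each adjacent one, but limma did not call CCL7 (adjusted p = 0.0879), while DESeq2 did (0.00122). It passed with limma when adjusted over the candidates alone (0.0137). The study chose the candidates on these samples, so that adjustment over them alone is not independent evidence. The paper states that OPN, CLEC5A and GPNMB rose in myeloid cells and not in epithelial cells, and that OPN and TSP1 were changed in myeloid cells and not in epithelial cells. Here OPN, CLEC5A and GPNMB were called in IMMCs and none of the candidates in epithelial cells by limma over all genes. Epithelial OPN had a log2 fold change of 3.79 (2.37 without tumor replicate 1 and 5.22 without tumor replicate 2) and TSP1 of 1.45. Both passed the threshold over the candidates alone (0.0144 and 0.0164), while CLEC5A did not (0.0641). Their differences between IMMCs and epithelial cells did not pass with limma (adjusted p of 0.321 for OPN and 0.136 for TSP1), though TSP1 passed with DESeq2 (0.00829). That of CLEC5A was 0.71 with limma and -2.17 with DESeq2. On simulated data limma called 4.5% of genes with a 4-fold difference between these populations and 27.3% of those with an 8-fold difference. Tumor epithelial libraries held macrophage markers at 63.7 RPM and OPN at 31.0 RPM, against 4412 and 4814 RPM in tumor IMMCs. Whether RNA of IMMCs gave part of this OPN was not tested. The paper states that libraries clustered into separate tumor and adjacent groups; here the nearest library by Spearman's rho was of the same tissue for 6 of 6 IMMC, 5 of 6 neutrophil and 4 of 5 epithelial libraries.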

Other observations

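In tumor IMMCs, some markers of dendritic cells rose and some markers of monocytes fell. Of 9 dendritic cell markers 4 were higher (CD207, CD1E, CD1C and CCR7) and none was lower (5 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0269, and 0.401 with an estimated correlation), and the list summed to 512 ± 203 RPM in tumor and 183 ± 72.6 RPM in adjacent lung (SD, n = 3 each). Of 10 monocyte markers 3 were lower (CFP, CD300E and FCN1) and 1 was higher (LILRB4; 1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00137, and 0.219 with an estimated correlation), with sums of 7143 ± 864 RPM in tumor and 10870 ± 2578 RPM in adjacent lung. Of 13 macrophage markers APOC1, an apolipoprotein that is also on the lipid-handling list, was higher and FABP4 was lower (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0714, and 0.230 with an estimated correlation), and 12 had a higher mean of log2 values. Of 34 chemokines and cytokines CSF1, CSF2 and CCL22 were higher and none was lower (3 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.996, and 0.998 with an estimated correlation). Of 13 angiogenesis factors and receptors VEGFB, NRP2 and NRP1 were higher and THBS1 was lower (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.147, and 0.620 with an estimated correlation). Both lists hold genes that the study selected on these samples, which is no independent evidence of their direction. Of 14 hypoxia and glycolysis genes 4 were higher (SLC2A1, P4HA1, BNIP3 and EGLN3) and none was lower (4 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0820, and 0.620 with an estimated correlation); SLC2A1, a glucose transporter, rose from 6.41 to 58.7 RPM. Of 23 cellular defense genes CLEC5A, which the study selected on these samples, was among the higher ones and NCR1 was lower (3 higher and 4 lower when adjusted over the list alone; camera adjusted p = 0.0405, and 0.219 with an estimated correlation), and of 14 carcinoma-associated epithelial genes GDF15 and SPINK1 were higher (5 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.182, and 0.716 with an estimated correlation). None of 11 pan-epithelial markers was called by limma, and all 11 had a higher mean of log2 values in tumor (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.0405, and 0.620 with an estimated correlation), with sums of 182 ± 72.6 RPM in tumor and 81.0 ± 12.7 RPM in adjacent lung. Of 10 alveolar type 2 markers SFTPC was lower (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0350, and 0.620 with an estimated correlation), of 6 T and NK cell markers NCR1 was lower (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.0269, and 0.219 with an estimated correlation) and of 4 ciliated cell markers TPPP3 was lower (camera adjusted p = 0.250, and 0.511 with an estimated correlation). The calls of SPINK1, NCR1, TPPP3 and BNIP3 were lost whichever of the 6 libraries was left out, and NCR1 was not called by DESeq2 or edgeR. Those of CD300E, CFP, FCN1, FABP4, SLC2A1, P4HA1 and CLEC5A were kept without each library in turn, and those of the other genes named here were lost without at least 1 library.

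In tumor neutrophils some markers of ciliated cells rose: of 9 such markers FOXJ1, DNAH5 and CAPS were higher (7 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00563, and 0.459 with an estimated correlation), with sums of 125 ± 10.9 RPM in tumor and 21.3 ± 10.4 RPM in adjacent lung (SD, n = 2 and 4). Of 10 monocyte markers LYZ and S100A4 were lower (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 2.91e-05, and 0.459 with an estimated correlation), and of 17 T and NK cell markers PRF1 was lower (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 2.51e-05, and 0.459 with an estimated correlation). Of 26 chemokines and cytokines CX3CL1 was higher and CXCL5 was lower (camera adjusted p = 0.000197, and 0.482 with an estimated correlation), of 14 hypoxia and glycolysis genes SLC2A1 and ENO1 were higher (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.729, and 0.834 with an estimated correlation), and of 15 angiogenesis factors and receptors PDGFA was higher (3 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.592, and 0.834 with an estimated correlation). Of 20 interferon response genes IFI27 was higher, and the list as a whole ranked below other genes (camera adjusted p = 0.00170, and 0.583 with an estimated correlation). Of 5 mast cell and basophil markers HPGDS was lower (camera adjusted p = 0.292, and 0.638 with an estimated correlation), of 13 immediate early and stress genes ATF3 was higher (camera adjusted p = 0.354, and 0.689 with an estimated correlation) and of 10 alveolar type 2 markers SFTPC was lower (camera adjusted p = 0.0894, and 0.674 with an estimated correlation). Camera ranks a list against all other genes, whose median log2 fold change was 0.65 here. Its direction was down for hypoxia and glycolysis, angiogenesis and lipid-handling genes although their medians were above 0 (0.65, 0.84 and 0.54). The median of the angiogenesis list lay above that of all genes, so that these medians do not account for its direction. Each call named here was lost without at least 1 library.

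In epithelial cells, where limma called 8 genes, several lists ranked above or below other genes in the camera test at the preset correlation and none did with an estimated one; the median log2 fold change of all genes was 0.29. The 13 macrophage markers had sums of 63.7 ± 4.97 RPM in tumor and 238 ± 102 RPM in adjacent lung (SD, n = 2 and 3; 0 higher and 9 lower when adjusted over the list alone; camera adjusted p = 2.83e-14, and 0.457 with an estimated correlation), and the 9 tested neutrophil markers 200 ± 101 RPM in tumor and 729 ± 278 RPM in adjacent lung (0 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.00960, and 0.539 with an estimated correlation). Of 22 matrix proteases and inhibitors MMP13 was higher (7 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00691, and 0.597 with an estimated correlation), and of 26 chemokines and cytokines CXCL14 was higher while the list ranked below other genes (1 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00552, and 0.597 with an estimated correlation). The 7 alveolar type 1 markers (0 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.00102, and 0.539 with an estimated correlation), the 6 airway secretory markers (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.00404, and 0.457 with an estimated correlation), the 16 lipid-handling genes (1 higher and 6 lower when adjusted over the list alone; camera adjusted p = 6.76e-05, and 0.471 with an estimated correlation), the 8 MHC class II genes (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00691, and 0.597 with an estimated correlation) and the 18 innate immune genes (0 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.00810, and 0.621 with an estimated correlation) ranked below other genes, without a called member over all genes by limma. Their median log2 fold changes were -1.35, -1.74, -0.23, -0.32 and -0.08, and of the innate immune genes 8 had a higher and 10 a lower mean of log2 values in tumor. The 6 dendritic cell markers all had a higher mean of log2 values (camera adjusted p = 0.0799, and 0.640 with an estimated correlation), with 156 RPM summed in the higher tumor library and 2.44 RPM in the other. Adjusted p were 0.0553 for the cell cycle, 0.101 for immediate early and stress genes, 0.387 for hypoxia and glycolysis, 0.278 for carcinoma-associated epithelial genes and 0.821 for pan-epithelial markers.

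For the other lists no member was called over all genes by limma, and camera did not pass the threshold, except for MHC class II presentation in neutrophils. In IMMCs the adjusted p were 0.272 for interferon response, 0.221 for MHC class II presentation, 0.996 for immediate early and stress genes, 0.415 for alveolar type 1 markers, 0.512 for fibroblast markers, 0.459 for endothelial markers and 0.415 for mast cell and basophil markers. In neutrophils they were 0.0223 for MHC class II presentation, 0.439 for lipid-handling macrophage genes, 0.187 for dendritic cell markers, 0.15 for eosinophil markers, 0.179 for alveolar type 1 markers, 0.106 for airway secretory cell markers, 0.360 for fibroblast markers and 0.0646 for endothelial markers, with 0.583 for MHC class II presentation at an estimated correlation. In epithelial cells they were 0.851 for angiogenesis factors and receptors, 0.180 for cellular defense genes, 0.268 for monocyte markers, 0.179 for mast cell and basophil markers, 0.172 for eosinophil markers, 0.278 for T and NK cell markers, 0.101 for ciliated cell markers, 0.891 for fibroblast markers and 0.268 for endothelial markers. Eosinophil markers in IMMCs and B and plasma cell markers and platelet markers in each population had fewer than 3 tested genes; IMMCs held 60.4 and 72.6 RPM (tumor and adjacent lung) of eosinophil markers, 5.39 and 3.20 RPM of B and plasma cell markers and 3.18 and 2.59 RPM of platelet markers. Erythrocyte markers are in none of the tables. Median, mean and camera differed in sign for some lists: fibroblast markers in neutrophils had a median log2 fold change of -0.54 and a mean of 0.72.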
